# Modulation of the diet and gastrointestinal microbiota normalizes systemic inflammation and β-cell chemokine expression associated with autoimmune diabetes susceptibility

**DOI:** 10.1371/journal.pone.0190351

**Published:** 2018-01-02

**Authors:** Angela M. Henschel, Susanne M. Cabrera, Mary L. Kaldunski, Shuang Jia, Rhonda Geoffrey, Mark F. Roethle, Vy Lam, Yi-Guang Chen, Xujing Wang, Nita H. Salzman, Martin J. Hessner

## Abstract

Environmental changes associated with modern lifestyles may underlie the rising incidence of Type 1 diabetes (T1D). Our previous studies of T1D families and the BioBreeding (BB) rat model have identified a peripheral inflammatory state that is associated with diabetes susceptibility, consistent with pattern recognition receptor ligation, but is independent of disease progression. Here, compared to control strains, islets of spontaneously diabetic BB DR*lyp/lyp* and diabetes inducible BB DR+/+ weanlings provided a standard cereal diet expressed a robust proinflammatory transcriptional program consistent with microbial antigen exposure that included numerous cytokines/chemokines. The dependence of this phenotype on diet and gastrointestinal microbiota was investigated by transitioning DR+/+ weanlings to a gluten-free hydrolyzed casein diet (HCD) or treating them with antibiotics to alter/reduce pattern recognition receptor ligand exposure. Bacterial 16S rRNA gene sequencing revealed that these treatments altered the ileal and cecal microbiota, increasing the Firmicutes:Bacteriodetes ratio and the relative abundances of lactobacilli and butyrate producing taxa. While these conditions did not normalize the inherent hyper-responsiveness of DR+/+ rat leukocytes to *ex vivo* TLR stimulation, they normalized plasma cytokine levels, plasma TLR4 activity levels, the proinflammatory islet transcriptome, and β-cell chemokine expression. In lymphopenic DR*lyp/lyp* rats, HCD reduced T1D incidence, and the introduction of gluten to this diet induced islet chemokine expression and abrogated protection from diabetes. Overall, these studies link BB rat islet-level immunocyte recruiting potential, as measured by β-cell chemokine expression, to a genetically controlled immune hyper-responsiveness and innate inflammatory state that can be modulated by diet and the intestinal microbiota.

## Introduction

Type 1 diabetes (T1D) is a complex disease that arises through T-cell dependent killing of the insulin-producing β-cells. T1D incidence has increased over the past half century and a decreased proportion of “high-risk” human leukocyte antigen (HLA) genotypes, which convey the greatest genetic risk, are observed among present day diagnoses [1–3]. These observations suggest the presence of increasing environmental pressures. Modern lifestyles now include highly processed diets as well as aseptic and antibiotic practices that have likely mediated changes in the intestinal microbiota [4]. It is hypothesized that these have altered immune function and enlarged the pool of individuals susceptible to autoimmunity [5, 6].

Consistent with other studies implicating innate immunity in T1D pathogenesis (reviewed in [7]), we have identified an innate inflammatory state in T1D families [8–10]. This state includes elevated plasma cytokine/chemokine levels and is consistent with pattern recognition receptor (PRR) ligation, yet is independent of HLA, development of auto-antibody (Ab), and T1D progression. Among healthy auto-Ab negative (-) siblings possessing high-risk HLA haplotypes, we find that this state is temporally supplanted by an IL-10/TGF-β mediated regulatory state that includes age-dependent increases in activated CD4+/CD45RA-/FoxP3^high^ regulatory T-cell (Treg) frequencies [10]. These studies offer insight into the juvenile nature of T1D and suggest that failures in endogenous regulatory mechanisms that normally manage inherited T1D risk may underlie disease progression [10].

Like human T1D, diabetes in BioBreeding (BB) rats is dependent on T-cells and a high-risk major histocompatibility (MHC) haplotype (*Iddm1* locus) [11]. BB DR*lyp/lyp* rats are lymphopenic due to a mutation in *Gimap5* (*Iddm2* locus) [12], a gene necessary for post-thymic T-cell survival [13]. Consequently, DR*lyp/lyp* rats are Treg deficient and 100% of animals develop T1D independent of gender [14]. BB DR+/+ littermates are *Gimap5+/+*, are not lymphopenic, and do not develop insulitis or spontaneous T1D. However, T1D can be triggered in young DR+/+ rats by infection with Kilham’s rat virus (KRV) and other viruses [15, 16]. T1D susceptibility in BB rats extends beyond *Iddm1* and *Iddm2*, as MHC-matched Wistar-Furth (WF), PVG.R8, and Fischer (F344) rats are not susceptible to viral induced T1D and lymphopenic *Gimap5-/-* F344 rats do not develop spontaneous diabetes [16, 17].

Similar to T1D families, we have identified an innate inflammatory state in BB rats that includes elevated plasma cytokine levels and is consistent with PRR ligand exposure, yet is independent of MHC, lymphopenia, insulitis, and disease progression [15, 18]. This state in DR+/+ rats, is also temporally supplanted by an IL-10/TGF-β-mediated immunoregulatory state that coincides with the inability of KRV to induce T1D in older animals [15]. These findings suggest that autoimmunity is promoted when the endogenous innate state is augmented by additional inflammatory signals (e.g. viral infection) prior to the establishment of counter-regulatory mechanisms.

Studies of rodent models support a role for the gut microbiota in T1D pathogenesis. When raised under specific pathogen free conditions, treatment of animals with antibiotics or probiotics can prevent diabetes, presumably through altering the level or nature of PRR ligand exposure and/or selection for protective microbial lineages [19, 20]. Germ-free animals exhibit high rates of diabetes incidence, suggesting that microbes are not necessary for disease progression [21, 22]. Finally, conventionally raised animals lacking MyD88, an adaptor protein through which many innate immune receptors transduce signal, fail to develop diabetes [21]. Collectively, the literature suggest that interactions between the innate immune system and microbiota can both positively and negatively modulate disease development.

In this study we examined the influence of the diet and gut microbiota on the endogenous innate state present in BB rats relative to MHC-matched F344 control rats. Independent of insulitis or T1D progression, islets of BB rats provided a standard cereal diet (normal diet, ND) expressed a transcriptional program consistent with PRR ligand exposure. In order to alter or reduce microbial antigen exposure, weanlings were provided a hydrolyzed casein diet (HCD) or treated with antibiotics. These conditions did not normalize the inherent hyper-responsiveness of BB rat leukocytes to *ex vivo* TLR stimulation, however, HCD normalized chemokine expression by BB rat β-cells and reduced T1D incidence in DR*lyp/lyp* rats. Notably, these effects could be abrogated by the introduction of gluten to HCD. Overall, these studies link BB rat islet-level immunocyte recruiting potential, as measured by β-cell chemokine expression, to a genetically controlled immune hyper-responsiveness and innate inflammatory state that is influenced by diet and intestinal microbiota.

## Materials and methods

### Animals

This study utilized DR+/+ and DR*lyp/lyp* rats, as well as Fischer (F344) control rats that possess either *Iddm1* (designated F+/+) or both *Iddm1* and *Iddm2* (designated F*lyp/lyp*) [17], These strains, which were sourced from colonies maintained at the Medical College of Wisconsin, were provided chow and water *ad libitum* as previously described [12, 17]. Twenty-one day old littermates were weaned onto a normal cereal diet (ND) containing both plant and animal protein sources (LabDiet 5L0D, Purina, St. Louis, MO, USA), a hydrolyzed bovine casein diet (HCD, Modified AIN-93G diet, Dyets Inc., Bethlehem, PA, USA), or a custom HCD where 50% of the casein protein was replaced with gluten (HCD+G, Dyets Inc). The composition of these diets is provided (S1 Table). Alternatively, BB littermates were provided ND and treated with bacitracin and streptomycin (B/S) provided in the drinking water (2mg/ml each, Sigma-Aldrich, St. Louis, MO, USA). Weight and blood glucose (measured with an Ascensia Elite XL glucometer; Bayer, Tarrytown, New York, USA) were monitored from 40 days of age; diabetes was defined as tail vein blood glucose levels ≥250 mg/dl on two consecutive days. Blood was collected by heart puncture from rats under isoflurane anesthesia into EDTA vacutainer tubes (Becton-Dickinson, Franklin Lakes, NJ, USA). Plasma was separated by centrifugation and stored at -80°C. Tissues were collected under isoflurane anesthesia. While under anesthesia animals were sacrificed by pneumothorax followed by removal of the left ventrical; all efforts were made to minimize suffering. The study utilized 279 rats. The National Institutes of Health Guide for the Care and Use of Laboratory animals was followed and all protocols were approved by the Medical College of Wisconsin Institutional Animal Care and Use Committee (Assurance Number A3102-01).

### Islet gene expression profiling and plasma induced transcription analysis

Rat islets were isolated as described [23] and total RNA was extracted with Trizol (Invitrogen, Carlsbad, CA, USA). RNA was amplified/labeled (Affymetrix 3' IVT Express Kit, Affymetrix, Santa Clara, CA, USA), then hybridized to the Affymetrix RG230 2.0 array per the manufacturers’ protocol.

Plasma induced transcription assays were conducted as described [15, 18], using “reporter” PBMCs drawn from 180 day old male Brown Norway (BN) rats and purified through Histopaque (Sigma-Aldrich) density gradient centrifugation. Transcription was induced by culturing PBMCs for 6 h at 37°C in 5% CO_2_ with 20% plasma in RPMI 1640 medium. Tested plasma included autologous BN (self-baseline control) as well as plasma collected from 30 day old: DR+/+ rats provided ND (hereafter designated DR+/+ ND), DR+/+ rats provided HCD (DR+/+ HCD), DR+/+ rats treated with B/S (DR+/+ B/S), and F+/+ rats provided ND (F+/+ ND). RNA was prepared and induced transcription was measured using the Affymetrix RG230 2.0 array as described above.

Array images were quantified with Affymetrix Expression Console Software and normalized and analyzed with Partek Genomic Suite (Partek Inc, St. Louis, MO, USA). Longitudinal islet data were analyzed using Short Time Series Expression Miner (STEM [24]); transcripts were assigned to model profiles utilizing input parameters: absolute difference between the values of any two time points = |log_2_ ratio| > 0.5 (1.4 fold); maximum number of units a model profile may change between time points = 1. Gene expression differences were also evaluated by principle component analyses as well as by non-parametric rank product tests and determination of false discovery rates (FDR) to assess the rate of type I errors in multiple testing [25]. Ontological analyses were conducted with the Database for Annotation, Visualization, and Integrated Discovery version 6.7 (DAVID) [26], and the Ingenuity Pathway Analysis (IPA) package (Ingenuity Systems, Redwood City, CA, USA). Hierarchical clustering was conducted with Genesis [27]. Data files are available at The National Center for Biotechnology Information Gene Expression Omnibus (accession number: GSE80518).

### Direct detection of inflammatory mediators

Plasma cytokine levels were measured with the BeadLyte assay (Millipore, Billerica, MA, USA) per the manufacturer's protocol and a Bio-Plex Luminex 100 XYP instrument. Concentrations were calculated with the Bio-Plex Manager 4.1 software and a 5 parameter curve fitting algorithm applied for standard curve calculations. Plasma high mobility group box 1 protein (HMGB1) levels were measured by ELISA (R&D Systems, Minneapolis, MN, USA).

TLR4 receptor activity was measured using TLR4/NF-kB/secreted embryonic alkaline phosphatase (SEAP) Stable Reporter Cells (IML-104) per the manufacturer’s protocol (Invivogen, San Diego, CA, USA). These are HEK-293 cells that express human TLR4 as well as a secreted alkaline phosphatase under control of a NF-kB dominant promoter after TLR4 activation. Plasma (40 μl) was added to 200ul of detection media (Invivogen) containing approximately 140,000 reporter cells or control cells and incubated at 37°C with 5% CO_2_ for 15–17 hours. SEAP activity was measured in the conditioned medium using an alkaline phosphatase fluorometric assay (Abcam, Cambridge, MA, USA) following the manufacturer’s protocol.

Two-color immunofluorescent staining of pancreatic sections was conducted to localize chemokine expression to β-cells, as previously described [28]. Briefly, primary staining was conducted with goat polyclonal anti-Ccl11 Abs (R&D Systems, #AF-420-NA), or rabbit polyclonal anti-Cxcl10 Abs (Bioss, Atlanta, GA, USA, #bs-1502R) in combination with mouse monoclonal anti-insulin Abs (Sigma-Aldrich). Secondary staining was accomplished with Alexa594-conjugated donkey anti-goat IgG, or Alexa594-conjugated donkey anti-rabbit IgG, and FITC-conjugated donkey anti-mouse IgG (all from Jackson ImmunoResearch Laboratories, West Grove PA, USA). Fluorescence data was collected from 12–30 islets of ≥3 rats per experimental condition with a 40X objective lens, quantified with MetaMorph Software (Molecular Devices, Sunnyvale, CA), and expressed as relative fluorescence units (RFU).

### Analysis of ileal and cecal microbiota

Ileal and cecal sections were dissected from 30 day old DR+/+ ND, DR+/+ HCD, DR+/+ B/S, and F+/+ ND rats. Samples were immediately homogenized in PBS and total (host and bacterial) genomic DNA was extracted using the MoBIO PowerSoil Isolation Kit (Mo Bio Laboratories, Inc, Carlsbad, CA, USA) as described [29]. Bacterial abundance was assessed through quantitative PCR (qPCR) using universal eubacterial primers (1369F and 1492R) that target sequences adjacent to variable region 9 (V9) of the 16S ribosomal RNA (16S rRNA) gene [30].

Composition of the microbiota was determined through sequencing of the 16S rRNA gene V4 region (Diversigen, Baylor College of Medicine, Waco, TX, USA). PCR products were produced, then sequenced on the MiSeq platform (Illumina, San Diego, CA, USA) using the 2x250-bp protocol, yielding pair-end reads that overlap by ~247 bp [31]. The raw binary base call (BCL) files were called into fastqs by Casava v1.8.3 (Illumina). The read pairs were demultiplexed through the use of unique molecular barcodes, filtered for PhiX using Bowtie2 v2.2.1 [32] and reconstituted into two fastq files for each read using standard BASH. Sequencing reads were merged, allowing 4 mismatches per ≥50 bases, then processed using USEARCH v7.0.1001 [33]. Sequences were demultiplexed using QIIME v1.8.0 [34] and then clustered using the UPARSE pipeline [33]. Operational taxonomic unit (OTU) classification was accomplished by mapping the UPARSE OTU table to the SILVA database [35]. Relative abundances were determined by mapping the demultiplexed reads to the UPARSE OTUs. An OTU table was constructed using a custom script and the output files generated in the two previous steps. The OTU table was used to calculate alpha diversity, beta diversity and taxonomic summaries [36–38]. The Vegan (https://cran.r-project.org/web/packages/vegan/index.html) and Ecodist [39] packages in R 3.0.2 were used for data analysis. Intersample (beta) diversity was assessed with the Bray–Curtis metric and the statistical significance of differences in microbiota diversity between groups was assessed with Adonis (in Vegan). Non-metric multidimensional scaling ordination (in Ecodist) was used to visualize group clustering and diversity distance between samples. Abundance data were log transformed (log_10_ of sequence count + 1) and differences in OTU abundance between groups were assessed by heteroscedastic, two-sided Student’s *t*-tests. The Linear Discriminant Analysis (LDA) approach within the LefSe tool was used to identify significantly differentiating taxa among the ileal and cecal communities of the four experimental conditions [40].

### TLR stimulation of DR+/+ and F+/+ rat PBMC

PBMC from 30-day-old DR+/+ ND, DR+/+ HCD, DR+/+ B/S and F+/+ ND rats were isolated from whole blood by Histopaque (Sigma-Aldrich) density gradient centrifugation. Cells were plated into low attachment 24-well plates (Sigma-Aldrich) at a density of 5x10^5^ cells/0.5mL in RPMI medium/20% fetal calf serum with increasing concentrations of LPS (0, 0.1, 1, 10, and 100 ng/ml; Sigma-Aldrich). After 24 hours of culture at 37°C in 5% CO_2_, the conditioned media was recovered after centrifugation and stored at -80°C. IL-1β and TNF-α levels in the conditioned media were measured by ELISA (R&D Systems).

## Results

### The BB rat islet transcriptome is consistent with PRR ligand exposure

To investigate T1D susceptibility at the target tissue level, we longitudinally examined the islet transcriptomes of DR*lyp/lyp*, DR*+/+*, F*lyp/lyp*, and F*+/+* rats provided ND. The study encompassed day 20 (weaning), day 30 (prior to histological detection of Ccl11 expression by BB β-cells [28]), day 40 (prior to insulitis in DR*lyp/lyp* rats), and day 50 (after insulitis but prior to diabetes onset in DR*lyp/lyp* rats).

Unsupervised principal component analysis found the islet transcriptomes of the four strains most similar at day 20, with the BB and Fischer lineages diverging from one another as a function of age (Fig 1A). For each strain, the islet transcriptomes of young and old rats were highly distinct. Therefore, the longitudinal data for each stain were analyzed with Short Time Series Expression Miner (STEM), which clusters transcripts exhibiting similar temporal expression patterns into model profiles and subjects them to gene ontology (GO) enrichment analysis. Within each of the four data sets, two statistically significant model profiles were identified: model profile 7 (transcripts exhibiting increased temporal expression) and model profile 0 (transcripts exhibiting decreased temporal expression). The relationships between the transcripts assigned to Profile 7 and Profile 0 across the four sub strains are illustrated in Fig 1B.

**Fig 1:**
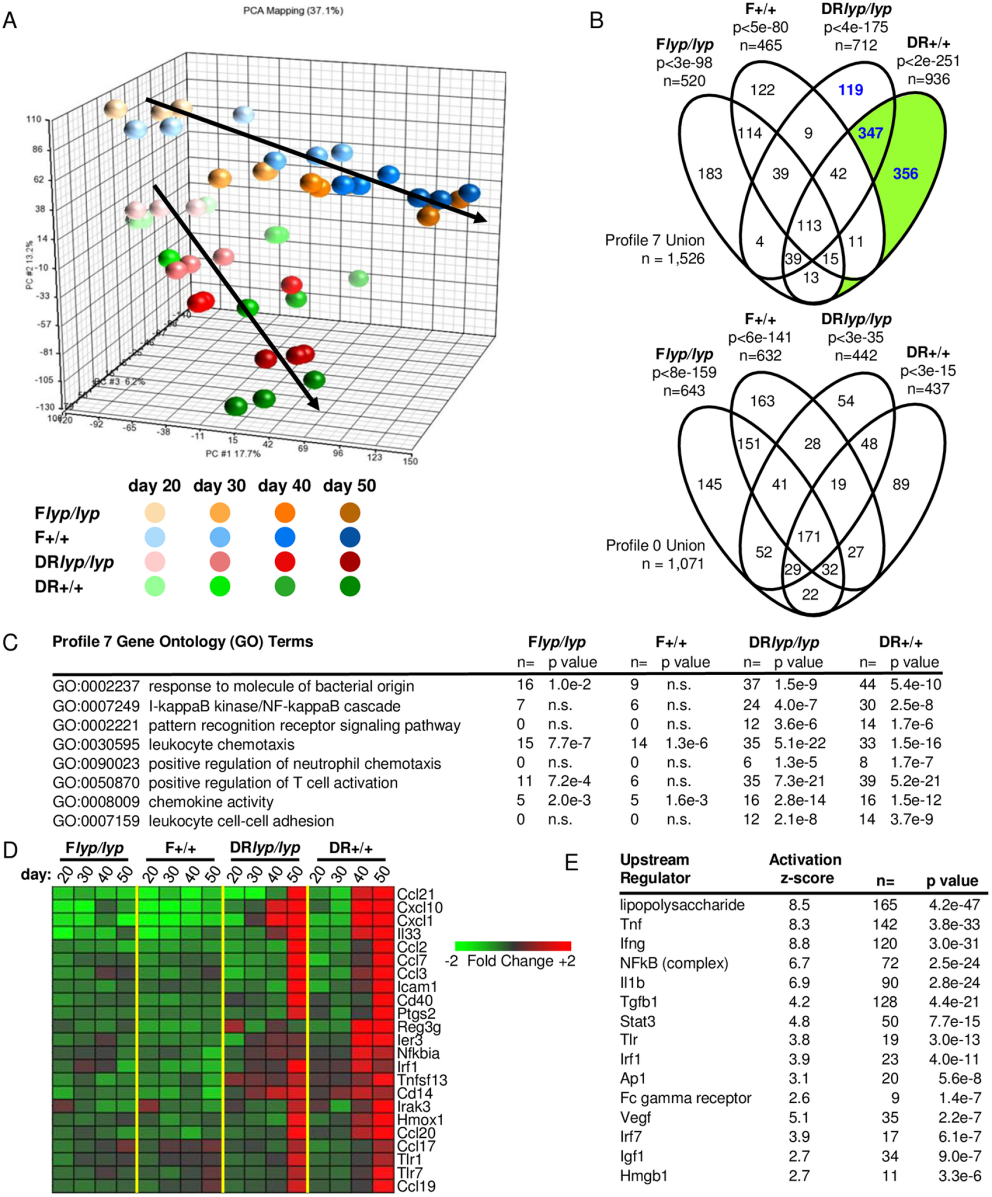
Longitudinal analysis of DR*lyp/lyp*, DR*+/+*, F*lyp/lyp* and F*+/+* rat islet transcriptomes. Gene expression profiling was conducted on a single pool of islet RNA that was generated through an equal RNA contribution from 6–8 rats for each experimental condition. Each RNA pool was analyzed in triplicate. A. Unsupervised principal component analysis of DR*lyp/lyp*, DR*+/+*, F*lyp/lyp* and F*+/+* rat islet gene expression profiles at 20, 30, 40 and 50 days of age. The analysis was conducted using the normalized intensities for all 31,042 probe sets present on the array. B. Time series data for each strain were analyzed with STEM. The maximum number of model profiles to which transcripts could be assigned was set at 8. The temporal analysis of each strain identified two significant model profiles, Profile 7 (transcripts showing increasing temporal expression) and Profile 0 (transcripts exhibiting decreased temporal expression). The number of transcripts associated with each model profile, the significance at which the profile was identified, and the relationship of the probe sets associated with the model profiles for each strain are indicated. Consistent with the STEM analysis, and the temporal divergence in the BB versus F344 islet transcriptomes observed in the principal component analysis, pairwise comparisons of the islet expression data between DR+/+ and age-matched F+/+ rats show that the number of genes exhibiting significant differences in expression increased with age: day 20 n = 769; day 30 n = 884; day 40 n = 1,075; day 50 n = 1,297 (|log_2_ ratio| ≥ 0.5, FDR ≤ 0.05). C. GO Biological Processes significantly enriched within Profile 7 of DR*lyp/lyp* and DR+/+ rats. Representative pathway terms, the number of identified genes and the significance of enrichment are tabulated for each temporal series. n.s., not significant. D. Mean expression levels of a subset of well annotated transcripts belonging to Profile 7 of DR*lyp/lyp* and DR+/+ rats. E. Upstream regulator analysis of the 703 probe sets temporally up-regulated in BB rat islets independent of insulitis and T1D progression (green shaded portions of Fig 1B). The p-value (determined with a Fisher exact test) reflects the significance of the overlap between the regulated probe sets within the data set and genes regulated by the transcriptional regulator. A p-value of ≤ 0.05 and Z-score greater than 2.0 is significant.

Among the four analyses, 2,576 regulated transcripts were assigned to either Profile 7 or Profile 0 (S2 Table). Since a significant proportion of these were exclusive to Profile 7 of BB rats (n = 822, 31.7%, p<1x10^-6^, χ^2^-test, Fig 1B, blue font), the analysis was focused on this data subset. GO terms significantly associated with Profile 7 of BB rats reflected temporal induction of a transcriptional program consistent with bacterial antigen exposure and innate immune activation (Fig 1C). Annotated transcripts included innate receptors (*Tlr1*, *Tlr7*, *Cd14*), signal transducers (*Irak3*, *Irf1*), tumor necrosis factor (TNF) family members (*Tnfsf13*), and proteins related to host stress response (*Reg3g*, *Ier3)*. Notably, the analyses revealed that both DR*lyp/lyp* and DR+/+ rat islets temporally express numerous chemokines, including *Cxcl1*, *Ccl3* and *Ccl21* involved in neutrophil chemotaxis, as well as *Ccl2*, *Ccl19*, *Ccl20 and Cxcl10* involved in monocyte and lymphocyte chemotaxis (Fig 1D).

Ingenuity Pathway Analysis (IPA) upstream regulator analysis was conducted on the subset of transcripts unique to DR*+/+* Profile 7, inclusive of the DR*lyp/lyp*:DR*+/+* intersection (Fig 1B, green shaded). This analysis identified LPS with the greatest significance, as well as several cytokines, as candidate mediators underlying Profile 7 (Fig 1E). The proinflammatory transcriptional program in BB islets arises in a time dependent manner and is present in DR+/+ rats, which do not develop insulitis or spontaneous diabetes. It is therefore independent of infiltrating immune cells and thus hypothesized to be a consequence of elevated PRR ligand exposure.

### HCD and B/S treatment alter the ileal and cecal biome composition

HCD has anti-inflammatory and anti-diabetogenic effects in rodent models of T1D, including the BB rat [22, 41–43]. Further, antibiotic treatment also protects lymphopenic BB rats from diabetes progression [19, 44]. To investigate relationship between diet, intestinal microbiota and the endogenous innate inflammatory state present in BB rats, without the confounding variable of diabetes progression, 20 day old DR+/+ littermates were weaned onto normal cereal diet (ND), or HCD, or ND plus bacitracin/streptomycin (B/S). This antibiotic combination targets Gram-positive and Gram-negative bacteria, exhibits poor absorption from the intestinal tract [45], and was determined not to impair normal weight gain. At 30 days of age, ileal and cecal DNA was prepared and microbiota was analyzed and compared to that of F+/+ ND rats. Expectedly, bacterial abundance was reduced 10–100 –fold in B/S treated rats compared to DR+/+ ND rats (p < 0.001), as assessed through quantitative PCR of the bacterial 16S rRNA gene V9 region. Compared to DR+/+ ND rats, cecum of F+/+ ND rats exhibited greater bacterial abundance (Fig 2A). The composition of the ileal and cecal microbiota was determined through sequencing of the bacterial 16S rRNA gene V4 region. A total of 219,346 quality reads were obtained from the 48 samples. Among these 173,167 (78.95%) were mapped to at least the family level. The sequences were collapsed into operational taxonomic units (OTUs) based upon sequence identity ≥97%; these represented a total of 11 phyla, 66 families, and 117 unique OTU (S3 Table).

**Fig 2:**
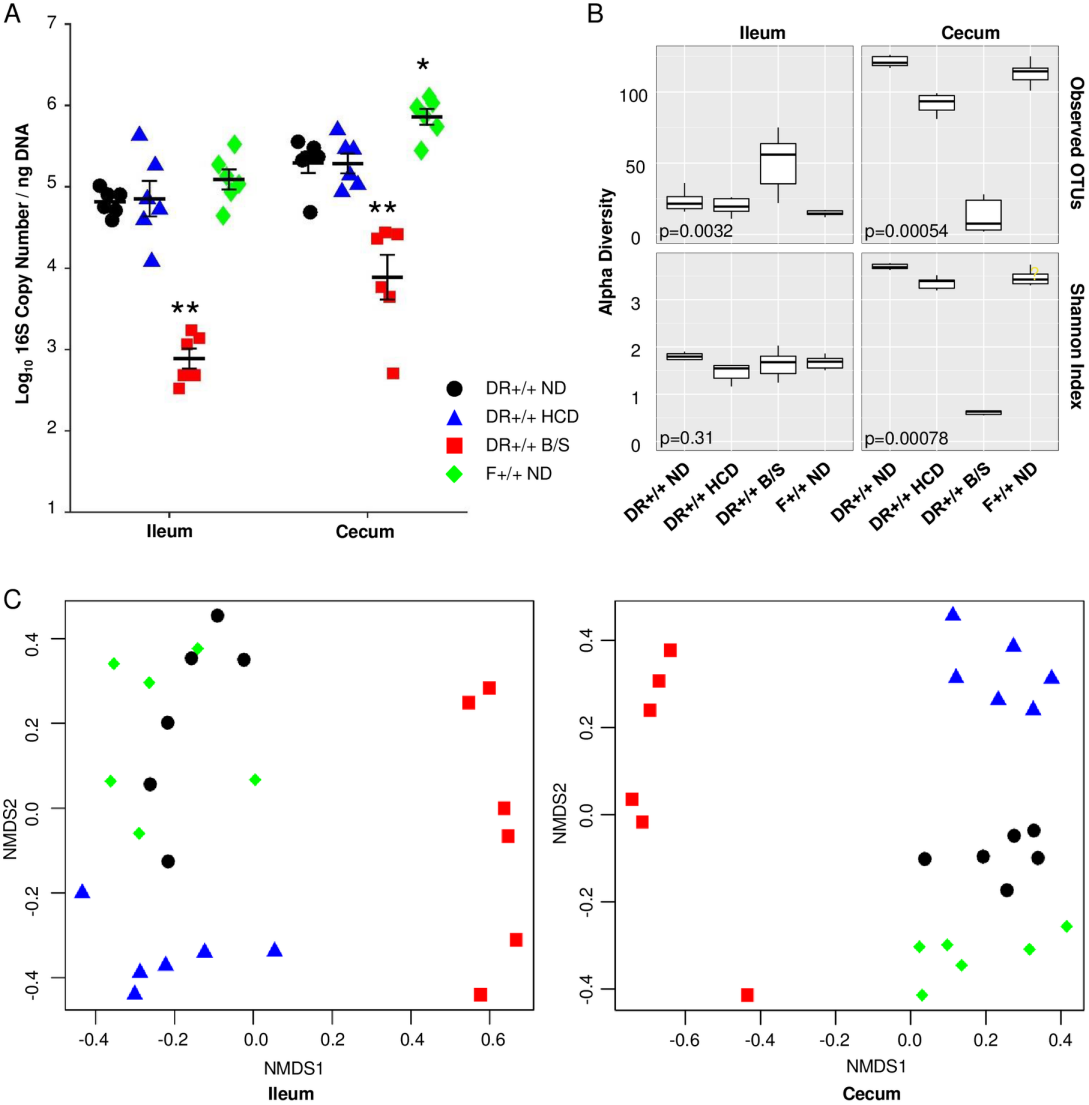
Influence of HCD and B/S treatment on the intestinal microbiota of DR+/+ littermates. Twenty one day old DR+/+ weanlings (n = 6 per experimental condition) were provided ND, HCD, or ND and treated with B/S for 10 days. Total DNA was extracted from whole cecum and ileum and analyzed. A. Bacterial abundance was assessed through quantitative PCR targeting the V9 region of the bacterial 16S rRNA gene. A standard curve was used to determine the 16S rDNA copy number for each sample and normalized to ng total DNA. (ANOVA: * p < 0.05 and ** p < 0.001 versus DR+/+ ND). B. Alpha diversity measures. Box-and-whisker plots comparing the species-level richness as operational taxonomic units (OTU) and Shannon index. The top and bottom of the boxes show the 75th and 25th percentile and the ends of the whiskers show the maximum and minimum values. Lines within the boxes represent median values (50th percentile). C. Beta diversity was assessed among experimental conditions using Bray-Curtis dissimilarity index and displayed as non-metric multidimensional scaling (NMDS) plots. DR+/+ ND (black), DR+/+ HCD (blue), DR+/+ B/S (red), F+/+ ND (green).

In the ileum, the OTU richness was significantly different across the experimental conditions, but the Shannon index was not (Fig 2B). In the cecum, these alpha diversity measures (richness and evenness of taxa within a population) were significantly different across the experimental conditions (p<0.01), and lower within the cecum of B/S treated DR+/+ rats relative to the other conditions. The Bray-Curtis dissimilarity index [46], was used to assess beta diversity (overlap in taxa shared between populations), where ileal and cecal communities of DR+/+ littermates provided HCD or treated with B/S were significantly different from DR+/+ rats provided ND (Adonis, p<0.001, Fig 2C).

At the phylum level, human T1D patients exhibit increased relative abundances of Bacteroidetes, as well as reductions in the Firmicutes:Bacteroidetes ratio compared to healthy controls [47–50]. In diabetes susceptible DR+/+ ND rats, the ileal Firmicutes:Bacteroidetes ratio was lower than in F+/+ ND rats (Fig 3A). The cecal Firmicutes:Bacteroidetes ratio was similar across the experimental groups, with the exception of the B/S treated DR+/+ rats, where it was significantly increased.

**Fig 3:**
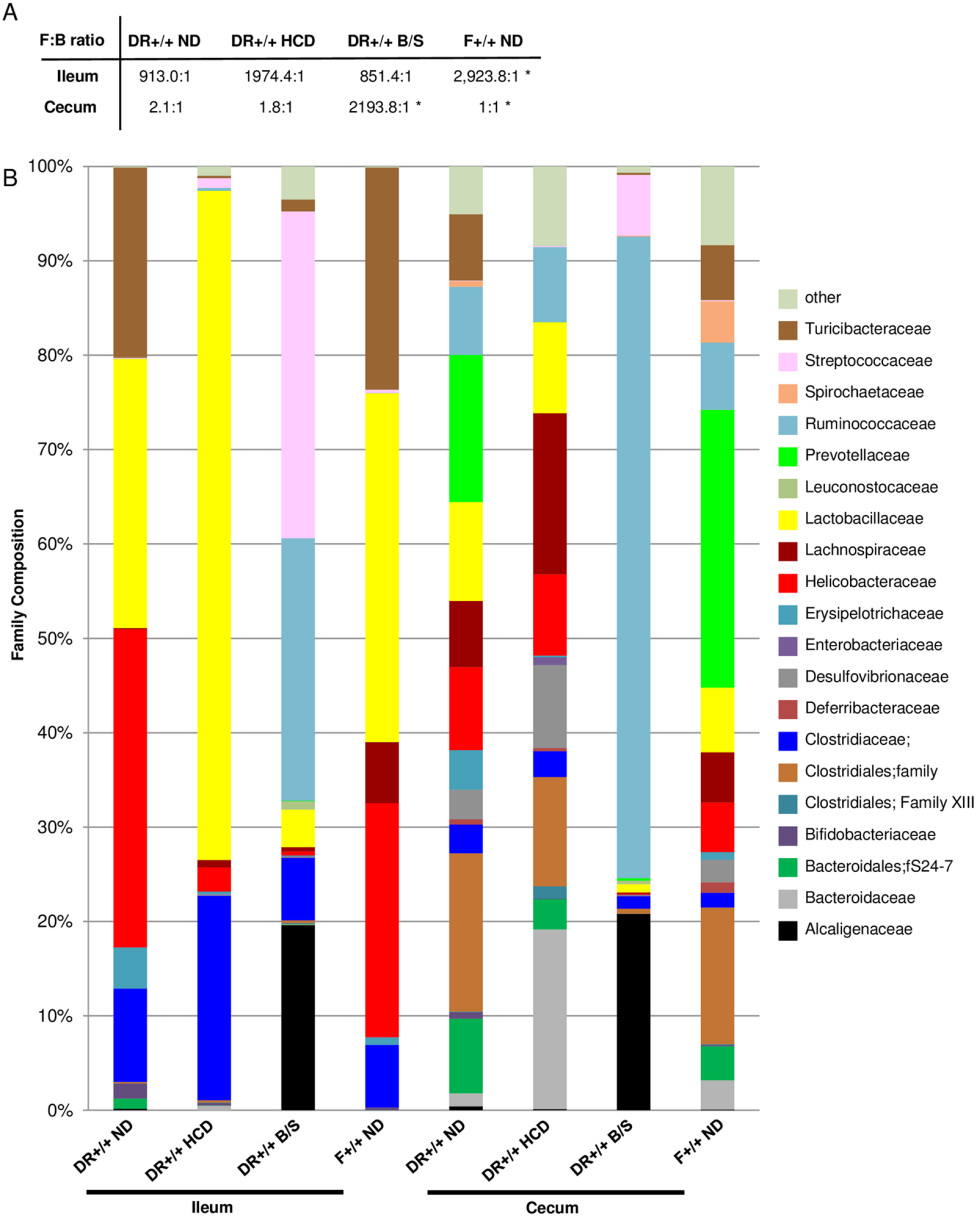
Phylum and family analysis of ileal and cecal communities. A. Indicated are the average phylum Firmicutes: phylum Bacteroidetes (F:B) ratios, calculated from the totals of the individual OTUs for each experimental condition. * indicates p < 0.05 versus DR+/+ ND, t-test. B. Family distribution. The stacked bar plots show the average Family composition of the 6 rats per experimental condition that were analyzed.

At the family level, the ileal and cecal communities differed across the experimental conditions (Fig 3B). Relative to DR+/+ ND rats, the ileal community of DR+/+ HCD rats exhibited reductions in the family Helicobacteraceae (33.7% versus 2.6%), as did the ileal and cecal communities of DR+/+ B/S rats (33.7% versus 0.5%, and 8.8% versus 0.1%). Compared to DR+/+ ND rats, Lactobacillaceae family members comprised a greater proportion of the ileal community in DR+/+ HCD rats (28.5% versus 70.9%). Compared to DR+/+ ND rats, DR+/+ B/S rats exhibited increases in Ruminococcaceae family members in both the ileum (0.01% versus 27.8%) and cecum (7.2% versus 68.0%).

Differentiating features among the ileal and cecal communities among the four experimental conditions were identified using the Linear Discriminant Analysis (LDA) -based LefSe approach [40]. A total of 12 differentiating features were identified within the ileal samples that possessed an absolute LDA score >4; a total of 39 differentiating features were identified within the cecal samples that possessed an absolute LDA score of >3.5 (Fig 4). Among these, *Helicobacter apodemus* was identified as a differentiating feature of the DR+/+ ND ileum and cecum; notably, *Helicobacteraceae* family members act as pathogenic agents in colitic diseases [51]. Within the family Lactobacillaceae, *Lactobacillus reuteri* was a differentiating feature of the DR+/+ HCD ileal community. Lactobacilli possess broad beneficial properties and have been employed in probiotic interventions aimed at normalization of inflammatory processes. Ruminococcus species were a distinguishing feature of ileal and cecal samples of DR+/+ B/S rats, and in studies of healthy human subjects abundances of the family Ruminococcaceae have negatively correlated with plasma inflammatory markers (lipopolysaccharide-binding protein, C-reactive protein and IL-6) [52]. Overall, DR+/+ HCD rats or DR+/+ B/S rats experienced significant alterations in the microbiota of the ileum and cecum that, based upon other studies, including those examining alteration of the intestinal microbiota in the context of obesity [53], were consistent with anti-inflammatory effects [22, 41, 42, 54–56].

**Fig 4:**
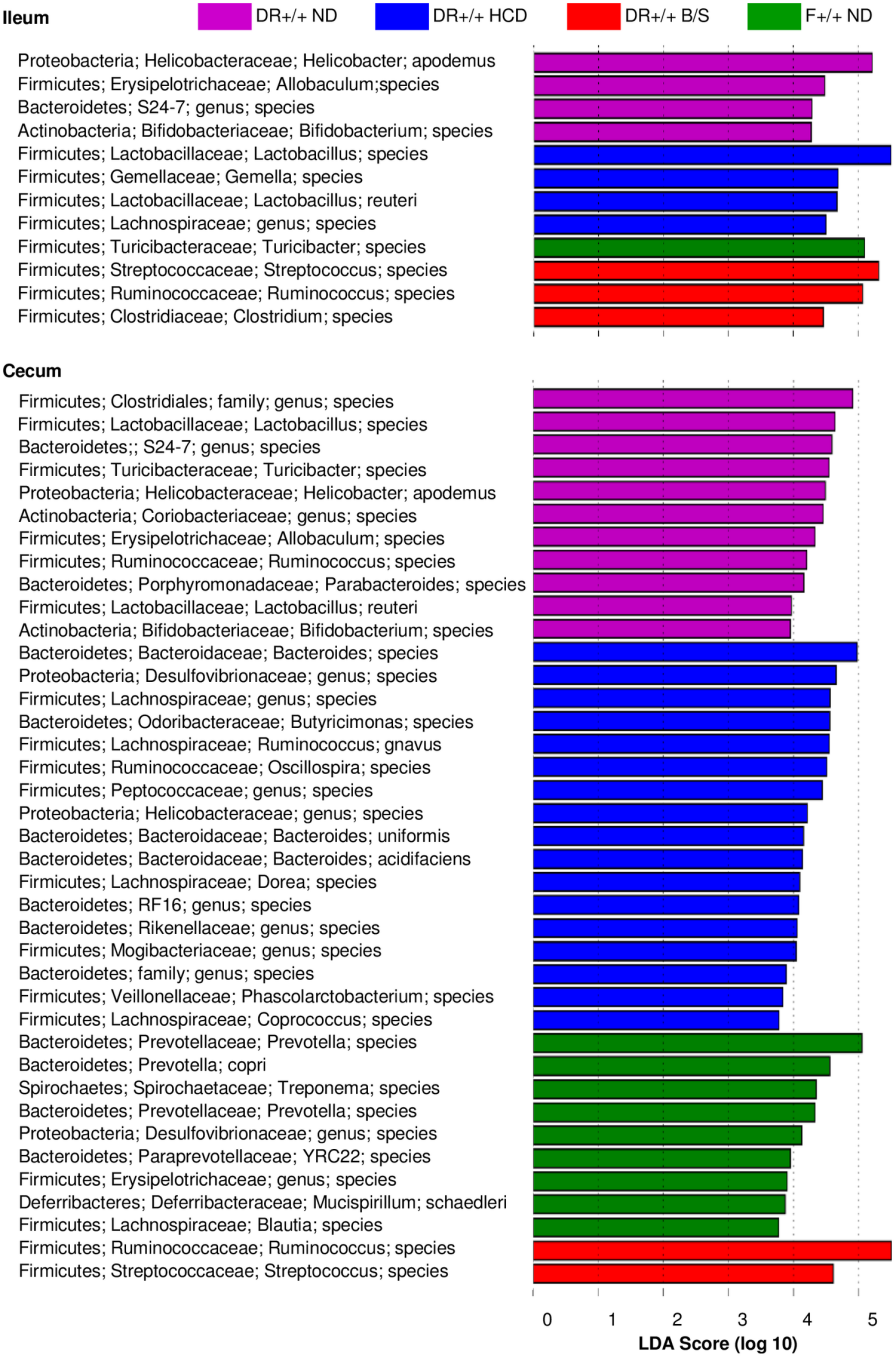
LDA effect size of the significantly differentiating microbial taxa within ileal and cecal communities of DR+/+ ND, DR+/+ HCD, DR+/+ B/S, and F+/+ ND rats. The LefSe package was used to generate the LDA effect size. The following thresholds were deemed significant: LDA cut-off = 2; Wilcoxon p-value = 0.05.

### HCD and B/S treatment normalize the systemic innate inflammatory state measured in plasma

Plasma levels of IL-1a, IL-4, IL-13, and IL-18 were investigated. The analysis focused on these cytokines because previously, using a 25-plex ELISA, they were found detectable in 30 day old DR+/+ ND rats and observed to temporally decline by day 60 [15]. Here, levels of these cytokines were higher in 20 day old DR+/+ weanlings compared to 20 and 30 day old F+/+ ND rats (Fig 5A). While never as low as 30 day old F+/+ ND rats, plasma IL-1a, IL-4, IL-13, and IL-18 levels declined between 20 and 30 days in DR+/+ ND rats, but only IL-18 reached statistical significance. Compared to 20 day old DR+/+ ND rats, 30 day old DR+/+ HCD rats experienced significantly reduced IL-13 levels. These analyses corroborated the presence of a peripheral innate inflammatory state in young DR+/+ rats relative to F+/+ rats that declines in an age-dependent manner, but they did not confirm that HCD or B/S treatment robustly altered the immune state.

**Fig 5:**
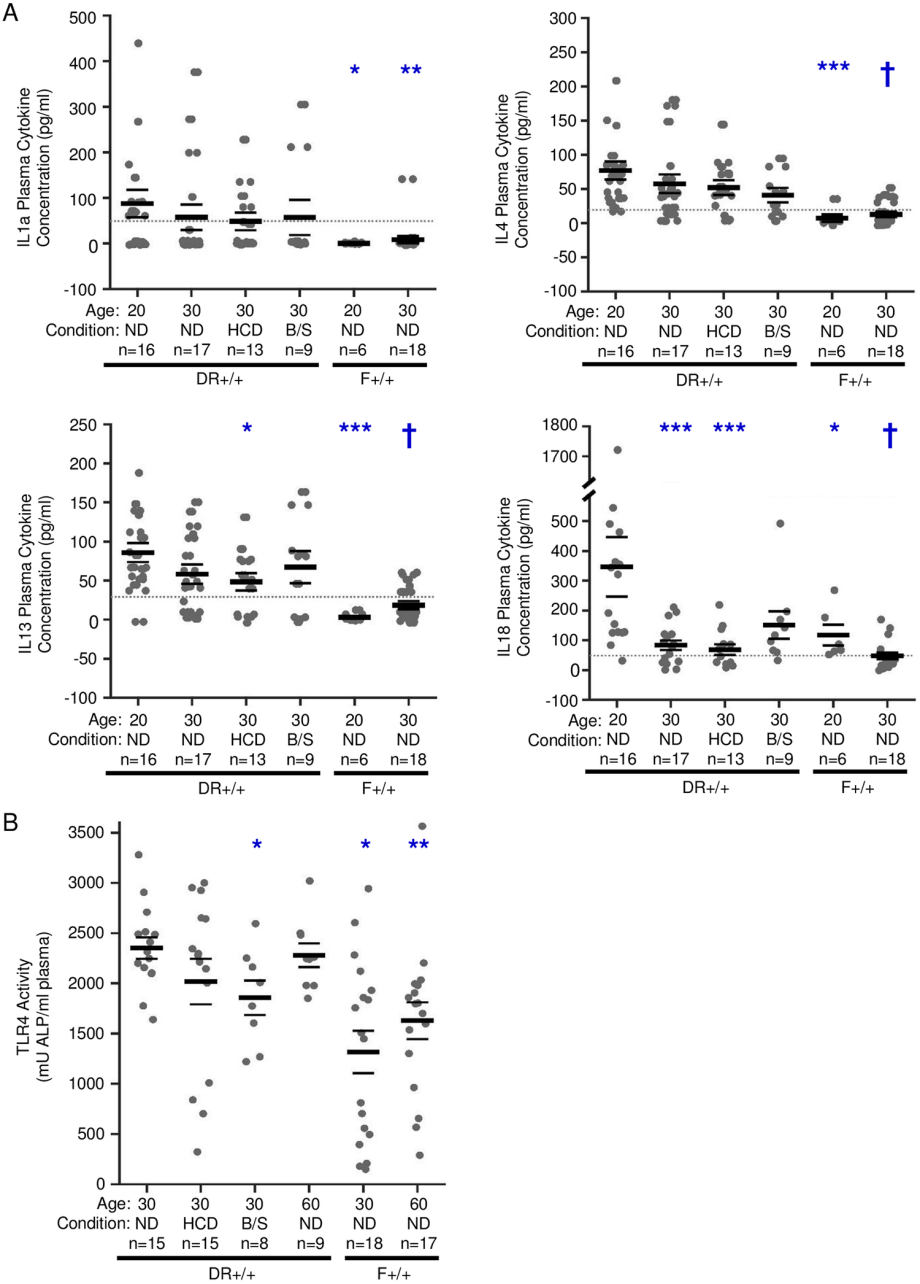
Plasma levels of immune mediators. A. Plasma cytokines were measured by multiplex ELISA. As indicated, plasma samples were collected at 20 days of age from F+/+ ND and DR+/+ ND rats and at 30 days of age in F+/+ ND, DR+/+ ND, DR+/+ HCD and DR+/+ B/S rats. The lowest reliable detection level (lowest standard) is shown with a dotted line. Significance based on rank-sum test: * p < 0.05, ** p < 0.01,***p < 0.001, † p < 0.0001 versus 20-day-old DR*+/+* rats. Error bars = SEM. B. Total TLR4 receptor activity induced by plasma collected at 30 and 60 days of age from F+/+ ND, DR+/+ ND, 30 days of age from DR+/+ HCD and DR+/+ B/S rats. * p < 0.05 when compared to day 30 DR +/+ ND. ** p < 0.05 when compared to day 60 DR+/+ ND. Error bars = SEM.

HMGB1 (high mobility group box 1) and lipopolysaccharide (LPS), endogenous and exogenous TLR4 ligands, respectively, were identified as potential mediators underlying the BB rat islet transcriptomes (Fig 1E). HMGB1 is a chromatin-binding protein that maintains DNA structure; however, when passively released from damaged cells or secreted from activated immune cells it acts as a damage-associated molecular pattern [57]. HMGB1 levels were not different when comparing DR+/+ to F+/+ plasma at 30 days of age (77.0+/- 3.1 ng/ml versus 75.5 +/- 7.2 ng/ml, mean +/- SEM) or ≥50 days of age (81.3 +/- 10 ng/ml versus 85.9+/- 6.8 ng/ml). Further, HCD or B/S treatment for 10 days did not significantly alter HMGB1 plasma levels from that of day 30 DR+/+ rats provided ND. Thus HMGB1 was excluded as a possible mediator underlying the BB rat islet transcriptomes. Plasma LPS concentrations in 30 and ≥50 day old DR+/+ and F+/+ rats were not detected by the limulus amoebocyte lysate assay. However, the sensitivity of the limulus amoebocyte lysate assay is known to be impaired by plasma components [58], therefore we used a reporter cell line that specifically recognizes ligands that activate TLR4. Plasma of 30 and ≥50 day old DR+/+ rats induced higher TLR4 receptor activity compared to age-matched F+/+ rats (Fig 5B). Paralleling the reductions observed in the intestinal bacterial abundance (Fig 2A), B/S treatment significantly reduced plasma TLR4 activity in 30 day old DR+/+ rats (Fig 5B). While not reaching statistical significance, TLR4 activity trended lower in DR+/+ rats fed HCD, consistent with the reported capacity of HCD to improve intestinal barrier function in BB rats [41].

Multiplex ELISAs are not always informative of the inflammatory state due to the low cytokine/chemokine levels typically present in the periphery and the combinatorial effects of plasma-born mediators, including PRR ligands. To fill this gap, we have extensively used a sensitive bioassay, where subject plasma is co-cultured with a well-controlled PBMC reporter population to induce a transcriptional response [59]. This in turn is sensitively and comprehensively measured with a transcriptome-scale array followed by the application of pathway analyses that enable the interpretation of the data in terms of inflammatory and regulatory immune activities. When we previously applied this approach to longitudinal samples collected from DR*lyp/lyp* and DR+/+ rats provided ND, distinct temporal responses were observed [15, 18]. Specifically, plasma of lymphopenic DR*lyp/lyp* rats induced a partially IL-1 dependent proinflammatory transcriptional program by 50 days of age; with later and weaker induction of IL-10/TGF-β -mediated regulatory transcription. In contrast, plasma of nonlymphopenic DR+/+ rats more rapidly induced proinflammatory transcription, however this was paralleled by robust induction of IL-10/TGF-β –dependent regulatory transcription by 40 days of age that coincided with the inability to induce T1D with KRV [15].

Plasma induced transcription was used to characterize the extracellular milieu at 30 days of age in DR+/+ HCD rats or DR+/+ B/S rats treated from weaning, as well as age matched DR+/+ and F+/+ rats provided ND (Fig 6A). This analysis identified a union of 2,021 significantly regulated transcripts when including the 228 temporally up-regulated probe sets identified during our previous plasma induced transcription analysis of DR+/+ ND rats at 30, 40, 50 and 60 days of age [15] (Fig 6B, S4 Table). The longitudinal data set was included to determine how HCD and B/S treatment influenced immune balance relative to the temporally acquired regulatory state that coincides with resistance to KRV triggering of T1D.

**Fig 6:**
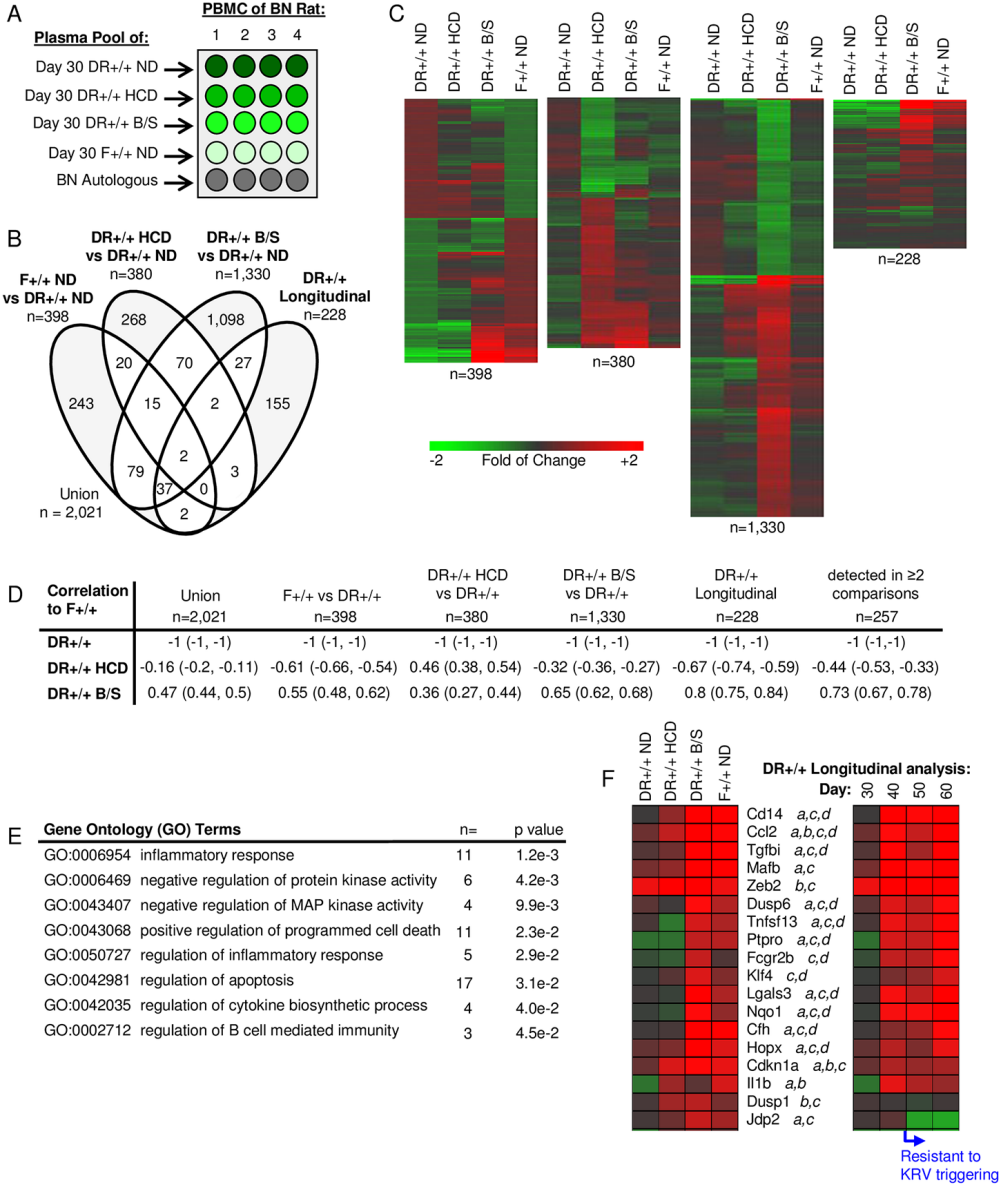
Partial normalization of the extracellular milieu by HCD and B/S treatment as measured by plasma induced transcription. A. Experimental design: responder PBMCs from four BN rats were cultured separately under 5 different conditions (n = 4 cultures for each condition): BN autologous plasma and plasma pools of 30-day-old rats: DR+/+ ND, DR+/+ HCD, DR+/+ B/S, and F+/+ ND. Plasma pools were each generated from equal volumes from six individual rats. Gene expression was measured independently in each culture and all data were normalized with that of the autologous induction. B. Venn diagram illustrating the relationship of the probe sets regulated to thresholds (|log_2_ ratio| ≥ 0.263 and Rank Product p-value ≤ 0.05) when comparing DR+/+ ND rats to F+/+ ND rats, DR+/+ HCD rats and DR+/+ B/S rats. Included in the analysis is the previously described longitudinal plasma induced transcriptional analyses of DR+/+ ND rats at 30, 40, 50 and 60 days of age [15]. C. One-way hierarchical clustering (probe sets only) for each of the data sets illustrated in Panel B. D. Pearsons Correlation Coefficients between the data sets illustrated in panel C. Indicated in parentheses are, respectively, the lower and upper 0.99 confidence intervals. E. GO Biological Processes and Molecular Functions significantly enriched among the 257 probe sets detected in ≥2 of the comparisons (unshaded portions of the venn diagram illustrated in Panel B). Representative pathway terms, the number of identified genes and significance of enrichment are tabulated. F. Mean expression levels of a subset of well annotated transcripts detected in ≥2 of the comparisons (*a*, *b*, *c*, and *d* denote the comparisons within which the transcript is detected; *a*: F+/+ ND versus DR+/+ ND, *b*: DR+/+ HCD versus DR+/+ ND, *c*: DR+/+ B/S versus DR+/+ ND, and *d* DR+/+ longitudinal analysis.

Both HCD and B/S treatment partially normalized the plasma milieu of DR+/+ rats, resulting in signatures more similar to those of F+/+ ND rats. This is reflected by the heat maps (Fig 6C) and Pearson’s correlation coefficients (Fig 6D) for each of the four data subsets. Overall, a greater normalization occurred in the plasma induced signatures of DR+/+ B/S rats, paralleling the reductions in GI microbiota and the lower TLR4 reporter activity observed in these animals, and indicating that PRR ligand exposure contributes to the underlying DR+/+ innate inflammatory state.

The plasma induced signatures of DR+/+ HCD rats significantly overlapped with those treated with B/S (89/380, 23.4%, p<1x10^-6^, χ^2^-test). Further, the signatures of the B/S treated DR+/+ rats significantly overlapped with the transcripts temporally up-regulated by DR+/+ rats at 30, 40, 50 and 60 days of age (68/228, 29.8%, p<1x10^-6^, χ^2^-test). Given these relationships, pathway analysis was conducted on the 257 probe sets commonly regulated among the 4 data sets. Consistent with our identification of many IL-10/TGF-β–regulated transcripts within the longitudinal data set [15], IPA upstream regulator analysis identified TGF-β (46 transcripts, p = 4.0e-10) and IL-10 (20 transcripts, p = 1.5e-11) as candidate mediators underlying the intersecting data set. GO terms associated with this data set included negative regulation of kinase activity, regulation of inflammatory response and regulation of cytokine biosynthetic process (Fig 6E). Specifically, plasma of DR+/+ rats provided HCD or treated with B/S induced transcription of negative regulators of cell cycle progression, including the cyclin-dependent kinase inhibitor *Cdkn1a* (p21) that is induced by and plays a role in TGF-β–mediated growth inhibition [60], as well as negative regulators of cell signaling (*Dusp1*, *Dusp6*). Further, many of the annotated transcripts encode proteins that function to temper inflammation (Fig 6F). These include *Lgals3*, a glycan binding protein important in regulating inflammation [61], *Hopx*, a transcription cofactor important for regulatory T cell function [62], the inhibitory Fc gamma receptor 2b (*Fcgr2b*), and *Klf4*, a transcription factor that regulates IL-10 expression [63] and inhibits IL-1β expression [64]. Importantly, transcripts known to be regulated by IL-10 and/or TGF-β were also identified including *Mafb*, a transcription factor that blocks IRF3-dependent transcription in response to virus [65], and *Tgfbi* (TGF-β-induced), a secreted protein that modulates cell adhesion [66] and is involved in the induction of regulatory T-cells [67].

### HCD and B/S treatment normalizes the innate inflammatory state of DR+/+ rat islets

HCD and B/S treatment partially normalized plasma-based measures of the DR+/+ innate inflammatory state; therefore, we hypothesized that this effect may extend to the islet. The longitudinal analysis of DR+/+ ND rats revealed an inflammatory islet transcriptional program by 40 days of age. Therefore islet transcriptomes of 40 day old F+/+ ND rats, DR+/+ HCD rats, and DR+/+ B/S rats were compared to those of age matched DR+/+ ND rats. 

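Islet transcripts of 40 day old rats were measured on Affymetrix RG230 2.0 arrays, which carry 31042 probe sets besides the controls. DR+/+ rats are non-lymphopenic BB rats and F+/+ rats are Fischer rats of the same MHC type. HCD is a hydrolyzed casein diet, ND is a cereal diet, and B/S is bacitracin and streptomycin at 2 mg/ml each in the drinking water. The data comprised 10 arrays from 5 RNA pools, each pool being hybridized to 2 arrays. DR+/+ ND was represented by 2 pools, and DR+/+ HCD, DR+/+ B/S and F+/+ ND by 1 pool each. The values were the authors' normalized log2 intensities from Expression Console and Partek Genomic Suite. The arrays of a pool share 1 RNA sample, so their mean was taken and each pool counted as 1 replicate. Each condition was compared with DR+/+ ND with limma, an empirical Bayes linear model, in which the spread between pools rests on the pair of DR+/+ ND pools (1 residual degree of freedom). A probe set was called at an adjusted p of at most 0.1 and an absolute log2 ratio of at least 0.5, the thresholds of the paper. The tests, the thresholds, the rule for naming genes and 36 gene lists were set before the deposited intensities were examined. They were not set blind, since the paper reports results from these arrays and its text names the 7 genes of a list as normalized. The lists were tested with camera, which compares a list with all other genes at a preset correlation of 0.01. It sets genes against genes, so its p-values do not measure how far a list varies between pools. Of the 56 list results that camera called, 0 kept the call with an estimated correlation. That setting rests on 1 residual degree of freedom, and lists with an estimated correlation below the preset value lost their calls too (cytokines, -0.03). A call lost there, here and below, therefore cannot tell a correlated list from an uncorrelated one. The number of pools limits the precision of every value.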

A total of 2,289 regulated transcripts were identified when the 703 temporally up-regulated probe sets unique to DR+/+ rats (Fig 1B, green shaded) were included in the analysis. 

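Islets of F+/+ ND rats had more RNA of digestive enzyme genes, and less of connective tissue and smooth muscle genes, than islets of DR+/+ ND rats. Of 26 measured acinar cell genes, 22 were higher (22 when adjusted over the list alone) and 4 did not pass the test, with a median log2 ratio of 1.18 (camera, adjusted p = 7.81e-16). Examples are the trypsinogen gene Prss2 at 1.73 (standard error 0.13, adjusted p = 0.00157 from limma) and Cuzd1, a zymogen granule gene, at 2.27. Of 36 fibroblast and stellate cell genes, 25 were lower, 1 was higher and 10 did not pass the test (25 lower and 1 higher when adjusted over the list alone), with a median of -0.68 (camera, adjusted p = 1.1e-13). Lum, which encodes a matrix proteoglycan, had a log2 ratio of -1.50, and Lox, which crosslinks collagen, of -1.45. Of 21 smooth muscle and pericyte genes, 9 were lower, 1 was higher and 11 did not pass the test, with a median of -0.44 (9 and 1 over the list alone; camera, adjusted p = 7.96e-06). Myh11, the smooth muscle myosin heavy chain, had a log2 ratio of -2.06 (adjusted p = 0.0017 from limma). All 3 of these list results were lost with an estimated correlation (adjusted p = 0.718 each). Across the array, 884 probe sets were higher and 889 were lower in F+/+ ND (1773 in all), and with rank products 368 were higher and 869 lower. The largest fall was in Fam111a, by 7.39 on the log2 scale (adjusted p = 2.8e-06 from limma), and the largest rise in Prss3bl1, a trypsin-like gene, at 4.10 (adjusted p = 3.94e-05). Krt19, a keratin of ductal cells, had a log2 ratio of -3.04. For Krt19, whether a sequence variant of the strain under the probe set lowered the signal was not tested. The longitudinal islet arrays were not used here.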

The relationships among these data sets are shown in Fig 7A (S5 Table). 

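Under HCD 971 probe sets were called against DR+/+ ND and under B/S 50 were called. At an adjusted p of 0.2 in place of 0.1 these counts were 989 and 406, so the B/S count depends on the threshold. At 0.1, 40 probe sets were in both sets. Of the 40, 25 were lower in both conditions, 11 were higher in both and 4 moved in opposite directions. In 100 simulated experiments without any effect, 6.35 probe sets were called on average in each set and 1.04 of them were shared, as the sets have the same control, so a count for independent sets is no measure of chance here. Lower in both were Dmbt1, a mucosal scavenger receptor, the growth factor binding protein gene Igfbp5, the matrix genes Eln and Fbln2, and Vip, the gene of a vasodilating neuropeptide. The Eln log2 ratios were -0.78 under HCD (adjusted p = 0.0328 from limma) and -0.72 under B/S (adjusted p = 0.0917). Higher in both were Serpina6, which encodes corticosteroid-binding globulin (1.44 and 1.27), the clock gene Cry1 (0.68 and 0.78) and the stress kinase homolog Trib3 (0.96 and 0.76). The 4 probe sets that moved apart represent Hspa1a, Dnajb1 and Reg1a. The HCD set shared 332 probe sets with the F+/+ ND set, of which 137 were higher in both, 161 lower in both and 34 opposite. The B/S set shared 38 with the F+/+ ND set, of which 4 were higher in both, 31 lower in both and 3 opposite. Ghrl, the ghrelin gene, was among the 34, with log2 ratios of 0.90 under HCD and -1.41 in F+/+ ND. These comparisons use the same DR+/+ ND pools, so that an error in those pools enters all of them. The counts shared with F+/+ ND were not simulated, so they cannot by themselves separate agreement from the effect of the shared control. With quantile normalization 5 probe sets were shared between HCD and B/S, without Eln, Fbln2, Cry1 and Trib3 (adjusted p = 0.111 each under B/S), and with rank products over the arrays 189 were. The shared count was 7 without array 2 of DR+/+ ND pool 1 and 293 without array 1 of DR+/+ ND pool 2.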

As reflected by the heat maps (Fig 7B) and Pearson’s correlation coefficients (Fig 7C), both HCD and B/S treatment partially normalized the DR+/+ islet transcriptome towards that of F+/+ ND rats. However, unlike that observed in the plasma induced transcription analysis, providing HCD elicited a larger effect in DR+/+ rat islets than did B/S treatment.

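Among the probe sets that differed between F+/+ ND and DR+/+ ND, 70.7% lay on the F+/+ ND side of DR+/+ ND under HCD and 63.2% under B/S, and without F+/+ ND array 2 63.5% and 55.6%. The median fraction of the strain difference that was covered was 0.257 under HCD and 0.118 under B/S, and 0.142 and 0.0491 without F+/+ ND array 2. Of those higher in F+/+ ND, 76.1% were shifted toward F+/+ ND under HCD and 66.5% under B/S, and of those lower in F+/+ ND, 65.2% and 59.8% were. Dmbt1 covered the whole difference, with mean log2 intensities of 7.77 in DR+/+ ND, 5.76 under HCD, 5.61 under B/S and 5.87 in F+/+ ND. Igfbp5 covered part of it, at 6.60, 5.22, 5.49 and 4.48 in the same order. The ductal keratin Krt19 did not pass the test under HCD (log2 ratio -0.03, adjusted p = 0.85 from limma) or B/S (-0.15, adjusted p = 0.396). Across the 1773 probe sets, the log2 ratios under HCD and in F+/+ ND had a Pearson's r of 0.471, and those under B/S and in F+/+ ND of 0.336. Probe sets are not independent replicates, and a shared control raises these coefficients: in simulations without any difference between groups, r was 0.581 over the same number of most changed probe sets, the share on the F+/+ ND side was 77.6% and the fraction was 0.331. In simulations with the measured F+/+ ND difference and an unchanged treatment group, the shared control weighs less. There r was 0.124 on average (0.0727 to 0.171), the share was 56.3% (53.3% to 59.1%) and the fraction was 0.0197 (0.00968 to 0.028). These simulations called 2076.9 F+/+ ND probe sets on average (2030 to 2135), so their sets do not match the 1773 measured. The real DR+/+ ND pools differed in whole lists, such as acinar genes (median -0.36), though not in beta cell genes (-0.03). Whether the simulations hold such shared shifts was not tested. A value beyond these ranges therefore does not exclude variation between pools, and the same limit holds for simulated call counts. Without F+/+ ND array 2, the B/S share of 55.6% lay inside its range, while r (0.257) and the fraction (0.0491) lay above theirs. The simulations were not run with that array left out, so these ranges are not matched to that setting. With 1 DR+/+ ND pool as the control of F+/+ ND and the other as the control of the treatment, r was 0.443 and 0.423 for HCD and 0.36 and 0.243 for B/S, and over all probe sets 0.201 and 0.236 for HCD and 0.153 and 0.093 for B/S. From the heat maps and the correlation coefficients, the paper concludes that both treatments moved the DR+/+ islet profile part of the way to that of F+/+ ND.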

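Under HCD 596 probe sets were higher and 375 lower than in DR+/+ ND, and under B/S 15 were higher and 35 lower. With rank products the balance under HCD turned, with 247 higher and 387 lower, and under B/S 106 were higher and 244 lower. Acinar cell genes had medians of opposite sign under the treatments: under HCD 15 of 26 were higher and 11 did not pass the test (16 higher when adjusted over the list alone), with a median log2 ratio of 0.70 (camera, adjusted p = 4.67e-08). Under B/S all 26 had negative log2 ratios with a median of -0.39 (camera, adjusted p = 3.03e-08), although 26 did not pass the test singly (7 were lower when adjusted over the list alone). Both list results were lost with an estimated correlation (adjusted p = 0.718 each), and the DR+/+ ND pools themselves differed by a median of -0.36 in these genes, about as much as the B/S change. Hspa1a, which encodes the inducible chaperone Hsp70, had a log2 ratio of 0.88 under HCD (adjusted p = 0.037 from limma) and fell by 3.37 on the log2 scale under B/S (standard error 0.12, adjusted p = 0.00131). In the direct comparison, 25 probe sets were higher under HCD than under B/S and 0 were lower with limma (3047 at an unadjusted p under 0.05, and 164 higher and 21 lower with rank products), where simulations without any change gave 11.9 calls on average (0 to 22). They included Hspa1a (4.26, adjusted p = 0.00143), its cochaperone Dnajb1 (2.33, adjusted p = 0.0354), the trefoil peptide gene Tff2 (2.69, adjusted p = 0.0884), the acinar gene Cpa1 (1.99, adjusted p = 0.0986) and the growth factor binding protein gene Igfbp2 (1.15, adjusted p = 0.0654). With quantile normalization 5 of these calls were left, and Tff2 (adjusted p = 0.159), Cpa1 (0.182) and Igfbp2 (0.134) did not pass the test. The metallothionein gene Mt2A rose under HCD (log2 ratio 1.46), and Ggt5, a glutathione-cleaving enzyme, did also (1.25). By size alone, 991 probe sets had an absolute log2 ratio of at least 0.5 under HCD and 414 under B/S. Each treatment is 1 pool, and the B/S count was 8 with quantile normalization, 410 with the pool as a random block, 959 without B/S array 1 and 11 without array 2 of DR+/+ ND pool 1, while B/S groups simulated without any change gave 0 to 13 calls in 100 runs and 27 in 1 run with added noise between arrays. The HCD count was 2371 without HCD array 2, 634 with rank products and 515 without the same DR+/+ ND array.

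**Figure D1:**
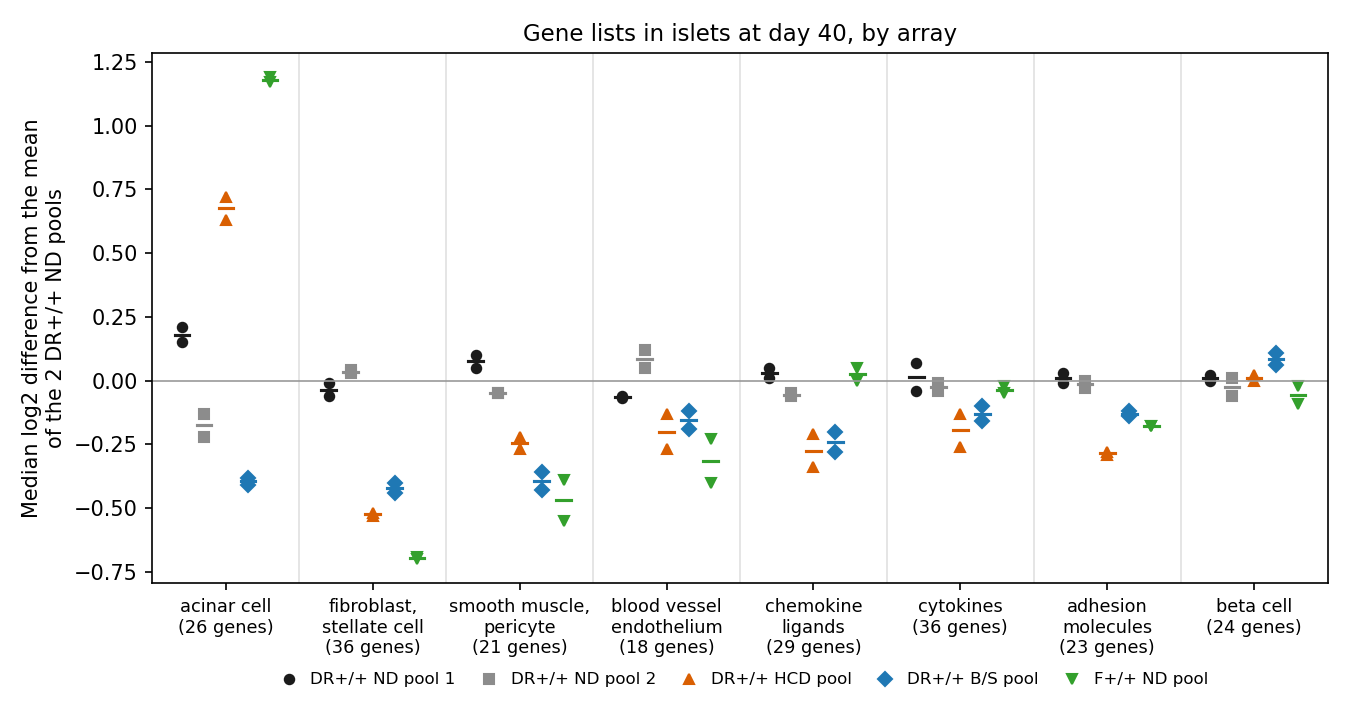
Median log2 difference of 8 gene lists from the mean of the 2 DR+/+ ND pools (vertical axis) for each of the 10 arrays, where symbols are single arrays, short lines are pool means and the number of measured genes stands under each list. The acinar cell list lies at 0.63 and 0.72 in the HCD arrays and at -0.41 and -0.38 in the B/S arrays.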

**Fig 7:**
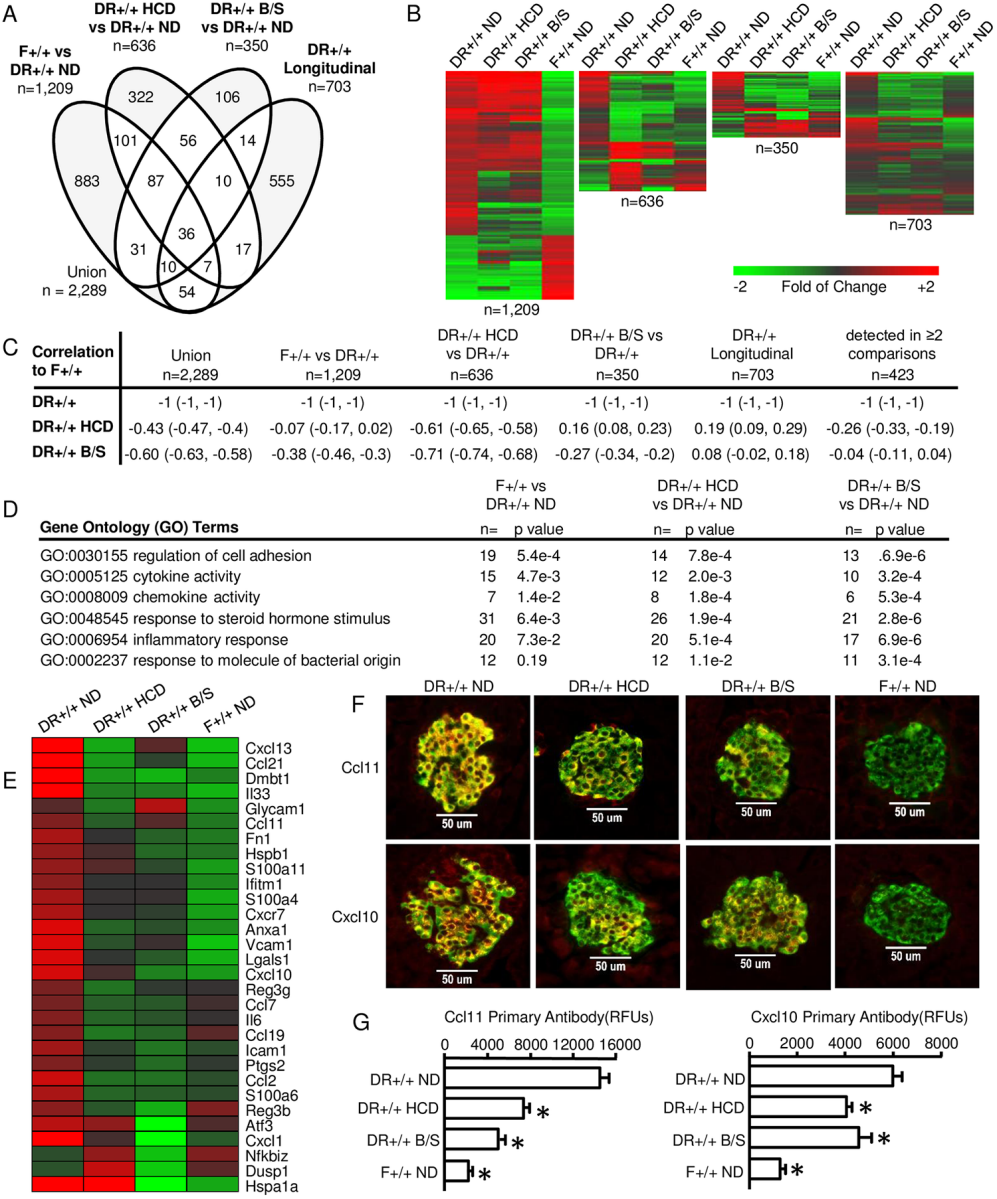
Partial normalization of the DR+/+ islet transcriptome by HCD and B/S treatment. Pools of islet RNA were prepared from an equal RNA contribution of individual islet RNAs prepared from 40 day old rats for each condition: DR+/+ ND (n = 12 rats), DR+/+ HCD (n = 7 rats), DR+/+ B/S (n = 12 rats), and F+/+ ND (n = 6 rats). These pools, analyzed in duplicate, were independent of those used in the longitudinal analysis (Fig 1). A. Venn diagram illustrating the relationship between probe sets regulated (to the thresholds of |log_2_ ratio| ≥ 0.5 (1.4-fold) and a FDR of ≤ 0.10) between DR+/+ ND versus F+/+ ND, DR+/+ ND versus DR+/+ HCD and DR+/+ ND versus DR+/+ B/S as well as those temporally regulated in DR+/+ islets, specifically classified into model profile 7 in DR+/+ but not regulated in F+/+ or F*lyp/lyp*. Probe sets identified in 2 or more analyses are highlighted in white. B. One-way hierarchical clustering (probe sets only) for the regulated probe sets identified between DR+/+ ND versus F+/+ ND (n = 1,209 probe sets), DR+/+ HCD (n = 636 probe sets) and DR+/+ B/S (n = 350 probe sets). The fourth heatmap illustrates expression levels of the 703 previously identified temporally up-regulated probe sets unique to DR+/+ rats (Fig 1B, green shaded). C. Pearson Correlation Coefficients between the data sets illustrated in panel A. Indicated in parentheses are, respectively, the lower and upper 0.99 confidence intervals. D. Pathway enrichment of terms significantly regulated in islets of F+/+ ND, DR+/+ HCD or DR+/+ B/S versus DR+/+ ND. E. Well-annotated genes related to inflammatory reponse, cell adhesion, and chemotaxis commonly detected in 2 or more comparisons represented in the Venn Diagram. F. Dual immunofluorescence staining was performed on pancreatic sections of 40 day old animals belonging to the four experimental conditions for identification of Ccl11 and Cxcl10 expressing β-cells. At least three animals were evaluated for each experimental condition, and 12–30 islets per animal were examined under each staining protocol. Top series: staining of sections with anti-insulin (FITC) and anti-Ccl11 (Alexa594). Bottom series: staining of sections with anti-insulin (FITC) and anti-Cxcl10 (Alexa594). Experimental conditions are indicated by column. Negative controls lacking primary Abs failed to show staining (not shown). All imaging was conducted under a 40x dry objective lens. G. Quantification of fluorescence intensity in islets of the four experimental conditions. * indicates p < 0.05 versus DR+/+ ND. One-way ANOVA with Dunnett’s post hoc test for multiple comparisons vs single control group.

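The paper names no centring for these correlations. Here the values were centred, for each probe set, on the midpoint between DR+/+ ND and F+/+ ND, which was inferred from the figure, where DR+/+ ND is the exact opposite of F+/+ ND, so that a coefficient of 1 means the pattern of F+/+ ND and a negative one the pattern of DR+/+ ND. Over the probe sets called in F+/+ ND, the centred values of F+/+ ND correlated at r = -0.592 with those of DR+/+ HCD and at r = -0.71 with those of DR+/+ B/S. Over the probe sets called in DR+/+ HCD, the coefficients were 0.132 for DR+/+ HCD and -0.269 for DR+/+ B/S. Over the probe sets called in DR+/+ B/S, they were -0.072 for DR+/+ HCD and 0.151 for DR+/+ B/S, across 50 probe sets. In the sets from rank products, which the paper names as its test, the coefficients of DR+/+ HCD were -0.609, 0.156 and 0.194 and those of DR+/+ B/S -0.709, -0.271 and 0.081 in the same order. All coefficients are across probe sets, which are not independent replicates.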

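The 30 genes were followed with the probe sets that S5 Table gives for them. In DR+/+ HCD islets 16 were lower than in DR+/+ ND, 1 was higher and 13 did not pass the test; 22 were lower and 2 higher when adjusted over the list alone. In DR+/+ B/S islets 4 were lower (Cxcl10, Dmbt1, Hspa1a and Hspb1) and 26 did not pass the test; 23 were lower when adjusted over the list alone. In F+/+ ND islets 18 were lower and 12 did not pass the test; 21 were lower over the list alone. The median log2 ratios were -0.61, -0.79 and -0.87. The study chose these genes on these samples, so neither count is independent evidence of their direction. Those lower under HCD included genes of leukocyte attraction, Ccl7 (log2 ratio -0.54) and Ccl19 (-0.73), the calcium-binding S100a4 (-0.54) and S100a6 (-0.83), the annexin Anxa1 (-1.08) and the galectin Lgals1 (-0.84). With quantile normalization Ccl2, Ccl7, Ccl11, Icam1, Il6 and Vcam1 under HCD and Cxcl10 and Hspb1 under B/S were not called. Hspa1a was the 1 gene higher under HCD. The transcription factor gene Atf3 had log2 ratios of -0.21 under HCD, -1.89 under B/S, which did not pass the test, and -0.52 in F+/+ ND. With rank products over the arrays, 22 of the 30 were lower and 2 higher under HCD, 26 were lower under B/S and 21 were lower in F+/+ ND.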

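Chemokine ligands, of which 29 were measured, leaned to lower values under both treatments. Under HCD 5 were lower and 24 did not pass the test (8 lower when adjusted over the list alone), with a median log2 ratio of -0.26 (camera, adjusted p = 6.52e-05). Under B/S 1 was lower and 28 did not pass (5 lower over the list alone), with a median of -0.22 (camera, adjusted p = 5.43e-06). In F+/+ ND 4 were lower, 1 was higher and 24 did not pass (2 lower and 1 higher over the list alone), with a median of -0.01, and camera did not call the list (adjusted p = 0.75). Of 36 cytokines of the interleukin, tumor necrosis factor and interferon families, 3 were lower under HCD, namely Il33, Il6 and Il12b, and 33 did not pass the test (3 lower over the list alone). Under B/S 36 did not pass (3 lower over the list alone). The cytokine medians were -0.18 and -0.13, and both list results (camera, adjusted p = 4.67e-05 and 0.00014) were lost with quantile normalization (adjusted p = 0.105 and 0.21), as were the HCD calls of Il6 (adjusted p = 0.152) and Il12b (log2 ratio -0.38). Of 23 adhesion molecules, 4 were lower under HCD and 19 did not pass (5 lower over the list alone): Vcam1, Icam1, the mucosal addressin gene Madcam1 (log2 ratio -0.77, adjusted p = 0.0328 from limma) and fibronectin (Fn1, -0.58, adjusted p = 0.0476). Under B/S 23 adhesion genes did not pass (4 lower over the list alone), and the medians were -0.25 and -0.14 (camera, adjusted p = 0.000766 and 0.00106). Each of these calls was lost with an estimated correlation (adjusted p = 0.718). Pattern recognition receptors and their signal transducers, with 23 genes measured, were not called as a list under HCD (median 0.03, adjusted p = 0.898) or B/S (0.08, adjusted p = 0.597). Ripk2, a kinase downstream of the NOD receptors, was the 1 member called under HCD, where it was higher (0.66, adjusted p = 0.0453). Among other immune lists, complement genes were lower in the list test under HCD (median -0.12, adjusted p = 0.0385), under B/S (-0.06, adjusted p = 0.0341) and in F+/+ ND (-0.23, adjusted p = 0.0176), with the HCD and B/S calls lost under quantile normalization and all 3 lost with an estimated correlation (adjusted p = 0.718). Against random lists of matched intensity, the medians of cytokines (percentiles 3.91 and 17.8) and complement genes (25.5 and 44.0) under HCD and B/S lay within the central 95%. Of the complement genes, C1s, a protease of the classical pathway, had log2 ratios of -0.68, -0.60 and -1.07. Beside these lists, fibroblast and stellate cell genes had medians of -0.53 and -0.39 under HCD and B/S, and blood vessel endothelial genes of -0.21 and -0.16. B cell genes had medians of -0.36 and -0.20, lymphatic endothelial genes of -0.40 and -0.28 and lymph node stroma genes of -0.45 and -0.11. Each of these camera calls was lost with an estimated correlation (adjusted p = 0.718). With quantile normalization the B cell calls (adjusted p = 0.252 and 0.162) and those of lymphatic genes under HCD and lymph node genes under B/S were lost. Acinar genes (0.70 and -0.39), immediate early and dissociation stress genes (0.23 and -0.20) and beta cell genes (0.00 and 0.08) did not fall under both. The immediate early and dissociation stress genes, called early response genes below, also differed by a median of -0.31 between the DR+/+ ND pools.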

Reflecting this normalization, GO terms identified by comparison of the HCD and antibiotic treated DR+/+ rat islets to those of DR+/+ ND rat islets were reflective of activities related to PRR ligand exposure, chemokine/cytokine activity, regulation of cell adhesion and inflammatory response (Fig 7D). 

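The chemokine gene Cxcl10, which attracts T cells, was lower than in DR+/+ ND under HCD (log2 ratio -0.71, standard error 0.14, adjusted p = 0.0496 from limma), under B/S (-1.19, standard error 0.14, adjusted p = 0.0917) and in F+/+ ND (-1.30, adjusted p = 0.00481). Il33, the gene of an alarmin cytokine of stromal and endothelial cells, was lower under HCD (-1.75, standard error 0.27, adjusted p = 0.0407) and in F+/+ ND (-2.03, adjusted p = 0.00905), and had a log2 ratio of -1.76 under B/S that did not pass the test (adjusted p = 0.109). The endothelial adhesion molecule genes Vcam1 and Icam1 were lower under HCD, at -0.98 (adjusted p = 0.0636) and -0.61 (adjusted p = 0.0894), and in F+/+ ND, at -1.54 (adjusted p = 0.0146) and -0.67 (adjusted p = 0.076). Under B/S their log2 ratios were -0.78 (adjusted p = 0.135) and -0.87 (adjusted p = 0.115). Ccl2, a monocyte chemokine gene, was lower under HCD (-1.06, adjusted p = 0.0855) and had log2 ratios of -1.07 under B/S (adjusted p = 0.131) and -0.90 in F+/+ ND (adjusted p = 0.128) that did not pass the test. Cxcl1, a neutrophil chemokine gene, had log2 ratios of -1.37 under HCD (standard error 0.54, adjusted p = 0.143), -2.79 under B/S (adjusted p = 0.114) and -1.65 in F+/+ ND (adjusted p = 0.109). Ccl21, which guides lymphocytes and dendritic cells, had log2 ratios of -1.77 under HCD (standard error 0.58, adjusted p = 0.102), -1.34 under B/S (adjusted p = 0.214) and -1.90 in F+/+ ND (adjusted p = 0.0937, called). All 7 genes were lower in both arrays of each treated pool than in each of the 4 DR+/+ ND arrays, and over these 7 genes alone 7 were lower at the thresholds in each of the 3 comparisons. The paper picked the 7 on these samples, so this is not independent evidence. The 15 genes that the paper names from its longitudinal series, 6 of them also in Fig. 7E, had smaller medians. These were -0.19 under HCD (3 called lower), -0.30 under B/S (1) and -0.21 in F+/+ ND (2). Camera called this list in each comparison (adjusted p = 0.0461, 0.00226 and 0.0284). The 6 were also chosen on these samples, so these calls are not independent evidence either. Their log2 ratios were -1.77 to -0.66 under HCD, and those of the others -0.29 to 0.48. Under B/S the ranges were -2.79 to -0.38 and -0.89 to 0.32, and in F+/+ ND -1.90 to -0.20 and -0.26 to 0.53. The others were not tested alone. The HCD median lay at percentile 5.3 of random lists of matched intensity, and the B/S and F+/+ ND medians at 0.0 and 0.04. The HCD call was lost with quantile normalization (adjusted p = 0.39), and all 3 calls were lost with an estimated correlation (adjusted p = 0.718). The DR+/+ ND pools differed from each other in these genes: pool 2 was lower than pool 1 by a log2 difference of -1.56 for Cxcl1, -1.67 for Ccl21, -0.89 for Ccl2, -0.74 for Il33, -0.65 for Vcam1, -0.49 for Icam1 and -0.33 for Cxcl10. Under quantile normalization the Cxcl10 result under B/S (adjusted p = 0.111) and the HCD results of Ccl2 (0.175), Vcam1 (0.129) and Icam1 (0.185) and the F+/+ ND result of Ccl21 (0.11) did not pass the test, whereas rank products called the 7 genes in each comparison.

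**Figure D2:**
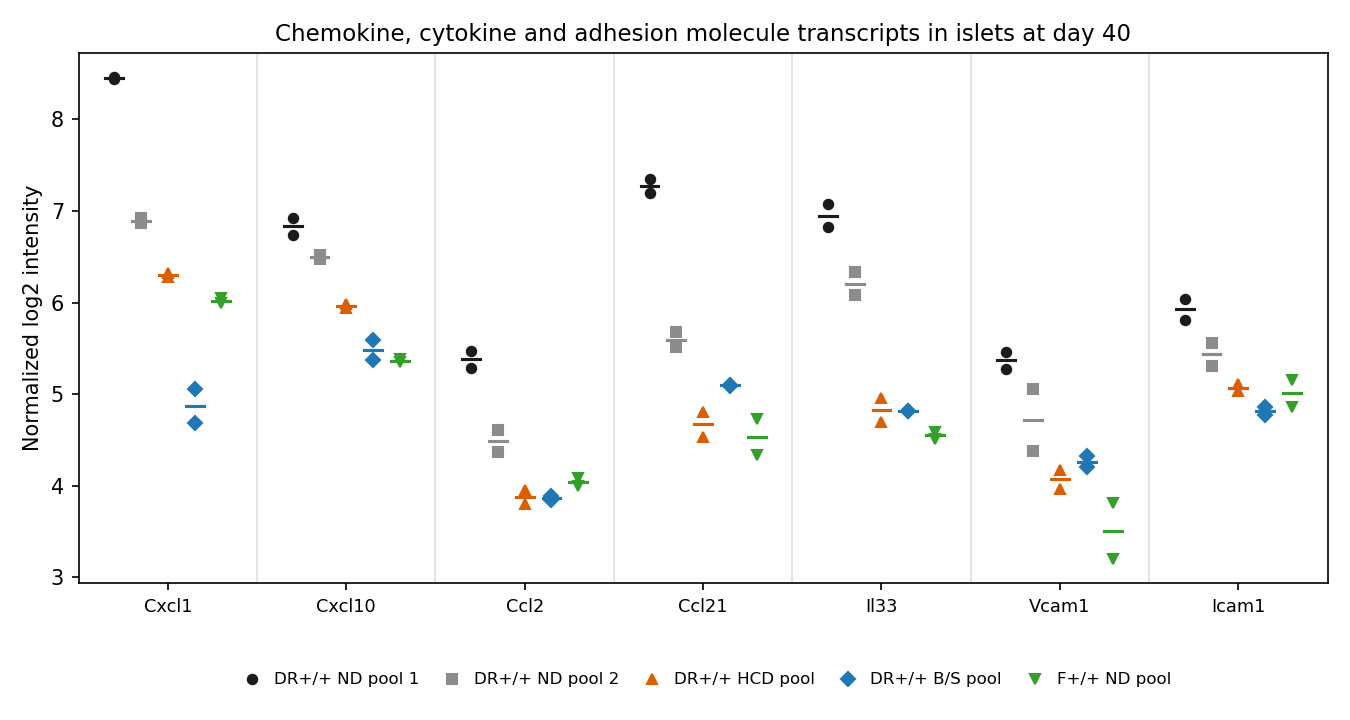
Normalized log2 intensity (vertical axis) of the 7 genes on each of the 10 arrays, where symbols are single arrays and short lines are pool means. Cxcl1 lies at 8.45 and 6.89 in the means of the 2 DR+/+ ND pools, at 6.30 under HCD, 4.88 under B/S and 6.02 in F+/+ ND.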

The islets of DR+/+ HCD and DR+/+ B/S included normalized expression levels of transcripts for chemokines and cytokines (*Cxcl1*, *Cxcl10*, *Ccl2*, *Ccl21*, *IL33*), adhesion molecules (*Vcam1*, *Icam1*), and other molecules involved in inflammatory processes (Fig 7E).

Pancreatic islets are comprised of α, β, γ, and δ cells which respectively produce glucagon, insulin, pancreatic polypeptide, and somatostatin and possess respective distributions of ~21, ~68, ~5, and ~6 percent. In order to colocalize chemokine expression to β-cells and confirm that protein expression levels of these mediators were consistent with those observed in the gene expression analyses, pancreata of 40 day old DR+/+ ND, DR+/+ HCD, DR+/+ B/S and F+/+ ND rats were subjected to dual immunofluorescence staining using anti-Ccl11 or anti-Cxcl10 Abs in combination with anti-insulin Abs (Fig 7F and 7G). Consistent with our previous histological studies localizing Ccl11 expression to β-cells of BB rats, expression of Cxcl10 was also localized to β-cells of DR+/+ ND rats. Furthermore expression of these chemokines was reduced in β-cells of DR+/+ B/S and DR+/+ HCD rats. Similar to our analysis of WF rats [28], which also lack T1D susceptibility, β-cells of F+/+ ND rats did not express detectable levels of these mediators. Consistent with the concept that β-cells are active participants in the autoimmune process, these analyses revealed that in a susceptible genetic background, diet and microbiota composition influence the immune recruiting potential at the islet level.

### Impact of HCD and B/S on diabetes incidence in lymphopenic DR*lyp/lyp* rats

Consistent with our past studies [18, 28], 100% of DR*lyp/lyp* rats provided ND developed T1D by day 78, with a mean time to onset of 62.5+/-7.4 days (Fig 8A). Providing DR*lyp/lyp* rats HCD from weaning prevented T1D in 20% of rats and significantly delayed onset (mean time to onset 73.3+/-6.2 days). DR*lyp/lyp* rats provided ND and treated with B/S did not exhibit a delay in T1D progression (63.1+/-10.7 days). Providing DR*lyp/lyp* rats with HCD and treating them with B/S from weaning prevented T1D in 33% of the animals and delayed onset (mean time to onset 76.3+/-7.5 days). While the combination treatment protected a greater percentage of animals from diabetes (33.3% versus 20%), the difference was not significantly different from HCD alone with the number of animals tested. As expected, F*lyp/lyp* and F*+/+* rats provided ND did not develop diabetes.

**Fig 8:**
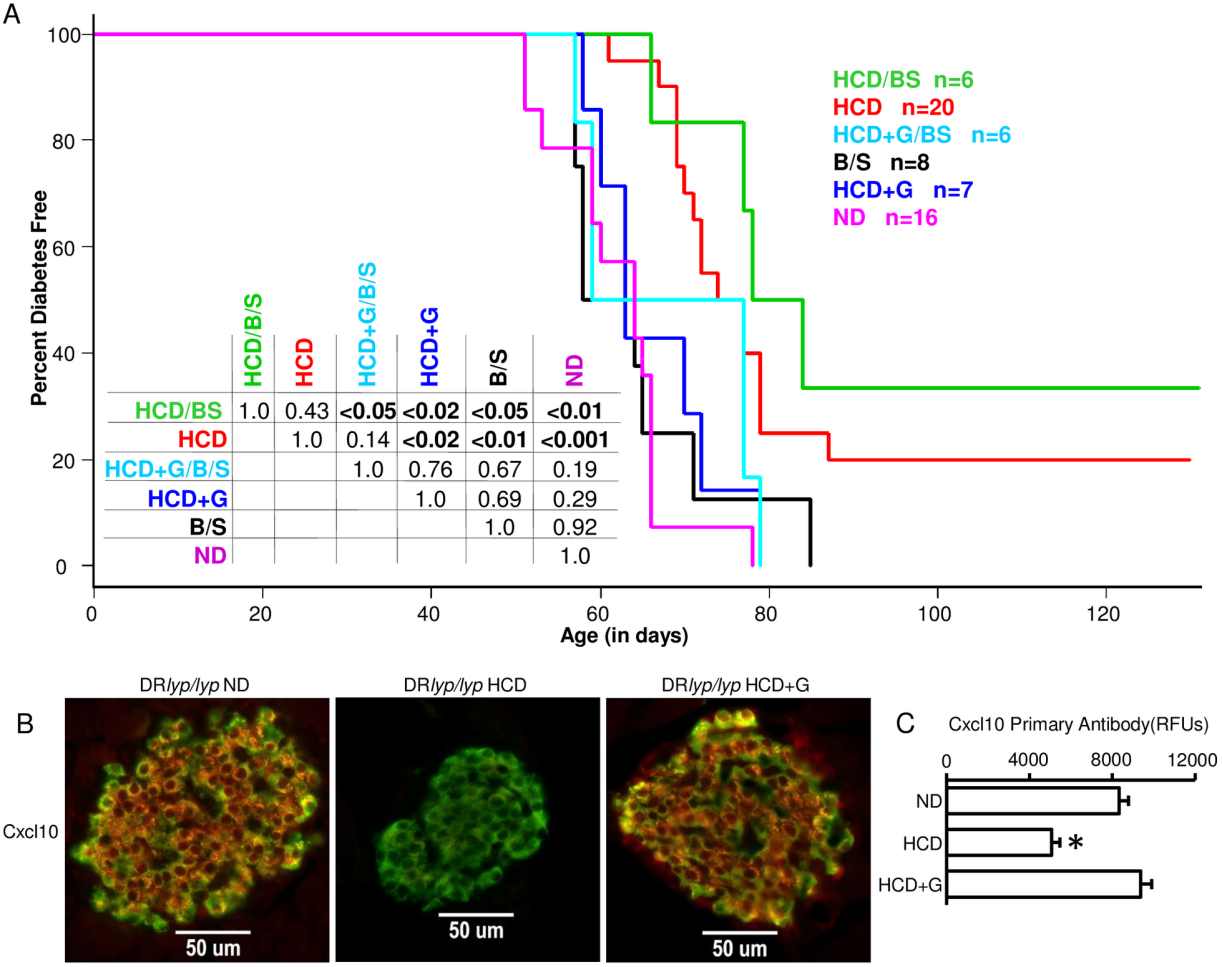
Impact of HCD and B/S on diabetes incidence in lymphopenic DR*lyp/lyp* rats. A. Survival plots of DR*lyp/lyp* rats provided ND, HCD, B/S, HCD+B/S, HCD+G, and HCD+G/B/S at weaning. T1D onset was defined as the first of two consecutive days with fasting blood glucose ≥ 250mg/dl. The median age of survival of the ND group was 62.5 days (n = 16, range 51–78 days), for HCD it was 84.6 days (n = 20, range 61–130 days), for B/S it was 63.1 days (n = 8, range 50–85 days), for HCD+B/S it was 94.2 days (n = 6, range 66–130 days), for HCD+G it was 66.4 days (n = 7, range 58–79 days), and for HCD+G/B/S it was 68 days (n = 6, range 57–79 days). The inset table shows the results of log rank tests conducted between each group. B. Dual immunofluorescence staining was performed on pancreatic sections of 40 day old animals belonging to the experimental conditions for identification of Cxcl10 expressing β-cells. Three animals were evaluated for each experimental condition, and 12–30 islets per animal were examined. Sections were stained with anti-insulin (FITC) and anti-Cxcl10 (Alexa594). Experimental conditions are indicated by column. Negative controls lacking primary Abs failed to show staining (not shown). All imaging was conducted under a 40x dry objective lens. C. Quantification of fluorescence intensity in islets of the experimental conditions. * indicates p < 0.05 versus DR+/+ ND. One-way ANOVA with Dunnett’s post hoc test for multiple comparisons vs single control group.

Patrick et al., [22] reported that lymphopenic, diabetes prone BB rats provided HCD under germ-free conditions exhibited even greater protection from diabetes than those provided cereal diet under specific pathogen free conditions, suggesting biome-independent effects of HCD on diabetes progression. Further, the gluten associated amylase-trypsin inhibitors (ATIs) present in wheat have been shown capable of directly activating TLR4 on myeloid cells, promoting intestinal innate inflammation and elevated peripheral cytokine levels [68]. To investigate whether the absence of gluten contributed to the protective effects of HCD in DR*lyp/lyp* rats, a HCD containing 50% the gluten level of ND was prepared (HCD+G). Notably, when DR*lyp/lyp* weanlings were provided HCD+G, or provided HCD+G and treated with B/S, the protective effect of HCD was completely abrogated (Fig 8A). To determine whether the dietary gluten influenced chemokine expression in DR*lyp/lyp* β-cells, pancreata of 40 day old DR*lyp/lyp* rats provided HCD or HCD+G were subjected to dual immunofluorescence staining using anti-Cxcl10 Abs in combination with anti-insulin Abs. As shown in Fig 8B, the addition of gluten to HCD increased Cxcl10 expression in DR*lyp/lyp* β-cells, whether this is biome dependent or independent remains to be determined.

### TLR-stimulated cytokine production by DR+/+ and F+/+ PBMC

When compared to PBMCs of unrelated healthy controls, PBMCs drawn from T1D probands and their unaffected first degree relatives exhibit hypersecretion of IL-1α and TNF-α upon stimulation with LPS [69]. We hypothesized that the innate inflammatory state associated with BB rat T1D susceptibility involves both an altered exposure to PRR ligands and an inherited hyper-responsiveness to PRR ligation. Therefore, PBMCs of 30 day old DR+/+ ND, DR+/+ HCD, DR+/+ B/S and F+/+ ND rats were treated for 24 hours with a range of LPS concentrations (0 to 100 ng/mL), after which IL-1β and TNF-α levels were measured in the conditioned medium (Fig 9). Stimulation with LPS resulted in significantly higher IL-1β and TNF-α response curves by DR+/+ ND PBMC compared to F+/+ ND PBMC. While the aforementioned studies show that inflammatory phenotypes in BB rats can be environmentally modulated *in vivo*, the responsiveness of PBMCs drawn from DR+/+ HCD rats or DR+/+ B/S rats were not different from DR+/+ ND rats, and were significantly higher than F+/+ ND rats, consistent with the concept that hyper-responsiveness to PRR ligation is genetically controlled.

**Fig 9:**
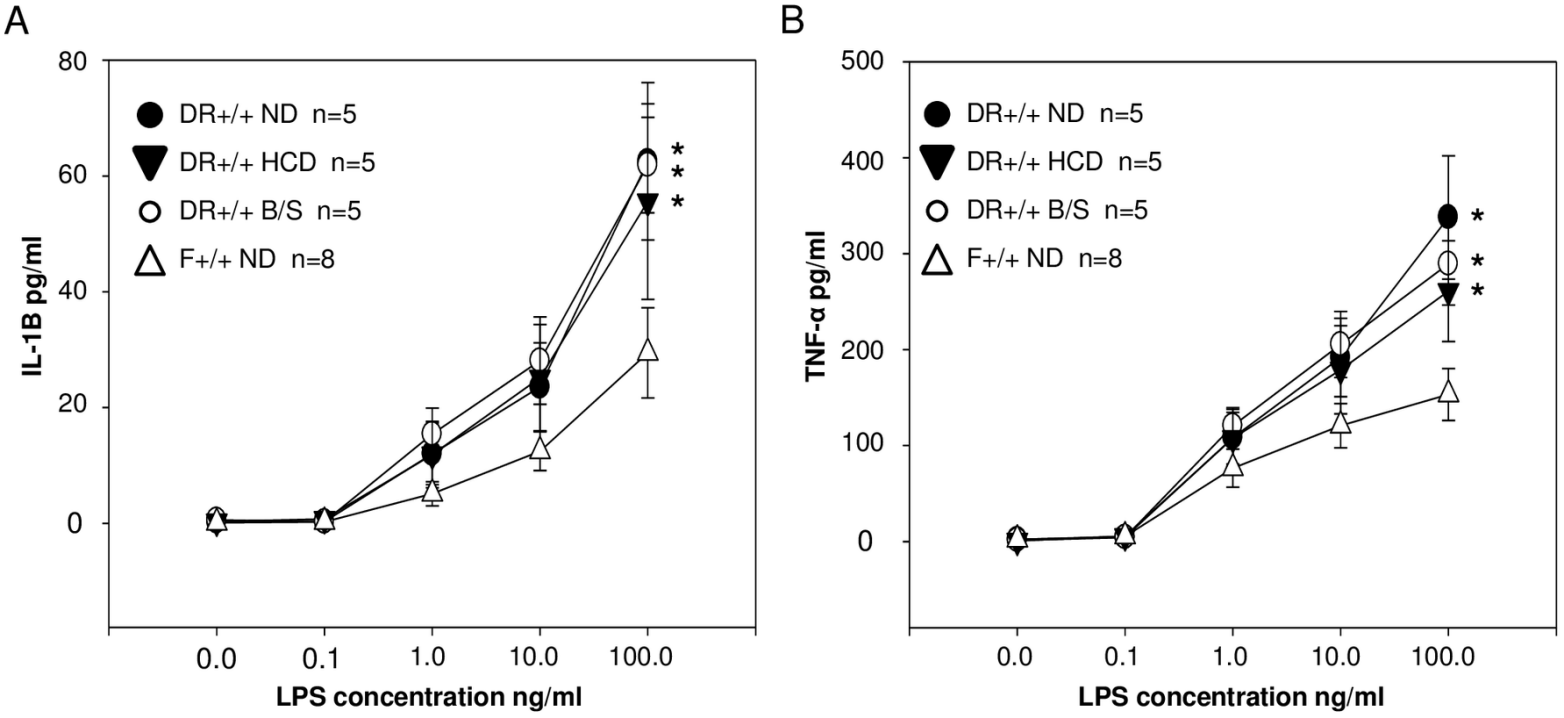
Dose response of DR+/+ ND, DR+/+ HCD, DR+/+ B/S and F+/+ PBMCs to LPS stimulated IL-1β (A) and TNF-α (B) secretion. LPS was added to PBMC cultures at the indicated concentrations. Each culture consisted of 5x10^5^ cells. After 24 hours of culture cytokine concentrations were measured in the conditioned medium by ELISA. The number of replicates experiments for each condition are indicated; flow cytometry showed that the percent of myleoid cells within isolated PBMC did not differ between DR+/+ ND and F+/+ ND rats. *ANOVA p<0.05 versus F+/+ ND.

## Discussion

We previously reported that BB rat β-cells express Ccl11 [28, 70]. Since healthy tissues typically do not express immunocyte recruiting chemokines, we have considered islet Ccl11 expression evidence of an underlying pathology associated with T1D susceptibility. To increase our understanding of T1D pathogenesis at the target tissue level, this study began by defining the transcriptional natural history of pancreatic islets in BB rats. This effort identified the expression of Ccl11 as a single aspect of a broad innate transcriptional program consistent with exposure to microbial antigens and NF-κB activation. In DR*lyp/lyp* rats, which are Treg deficient, this transcriptional program is associated with the islet recruitment of innate (eosinophils) and adaptive immunocytes (T-cells) and T1D progression [28, 70]. This inflammatory transcriptional program is also present in islets of DR+/+ rats; notably, protocols that deplete Treg cells induce diabetes in nonlymphopenic BB rats [71]. Conversely, adoptive transfer of Treg to young diabetes prone lymphopenic BB rats is protective [11, 14]. These observations, and our past studies [15, 18], support the existence of an innate inflammatory state in BB rats that is associated with diabetes susceptibility yet is independent of *Iddm2*, insulitis and T1D onset.

Our past blood based studies have identified a similar innate inflammatory state associated with human T1D susceptibility that is present in T1D patient and their healthy siblings [8–10]. The findings described here show that in the BB rat, this innate state extends to the β-cell level. Notably, long-term NF-κB activation in murine β-cells has been demonstrated to induce spontaneous immune-mediated diabetes [72]. Relevant to these observations, histological analyses have shown that β-cells of new onset T1D patients express CXCL10, while the islet-infiltrating lymphocytes express its receptor (CXCR3) [73]. Furthermore, transcriptomic analyses of whole pancreas and islets isolated from T1D patients has also revealed evidence of innate immune activity and NF-κB activation [74]. This was reflected by increased expression of chemokines (*CXCL1*, *CXCL10*, *CCL2*, *CCL3*, *CCL11*, *CCL19)*, immune receptors and bacterial response genes (*MUC1*, *REG3γ*, *CD14*, *TLR1*), adhesion molecules (*VCAM1*, *ICAM1*) and other transcripts that parallel our observations in DR+/+ islets. These gene expression patterns were present even in long-standing diabetes patients, suggesting that human insulitis and β-cell destruction may also involve chronic innate inflammatory processes that are independent of T1D progression itself [74].

Our findings suggest that BB rats possess elevated peripheral levels of PRR ligands and the islets experience elevated activation of PRRs. Intestinal barrier dysfunction can mediate increased exposure to microbes and their associated antigens, and increased intestinal permeability has been associated with T1D in humans [75–78] and rodent models [22, 41, 79, 80]. Importantly, exposure of β-cells to cytokines or LPS activates NF-κB, promotes proapoptotic responses and impairs the synthesis and release of insulin [81, 82]. Notably, we did not observe differences in oral glucose tolerance tests (OGTT) and proinsulin:C-peptide ratios between F+/+ and DR+/+ rats at ≤30 and ≥50 days of age, suggesting that the inflammatory state present in DR+/+ rats is not sufficient to impair glucose homeostasis or induce overt β-cell dysfunction.

Intestinal barrier function is influenced by the composition and activity of the gut microbiota. Further, PRR ligands such as LPS, derived from different lineages of microbes, can exhibit varying capacities to activate mammalian innate immune receptors [83]. Therefore we aimed to alter the composition of the intestinal microbiota and the nature of PRR ligand exposure by providing DR+/+ rats with HCD or treating them with B/S. Compared to DR+/+ ND rats, either strategy resulted in significant alterations to the microbiota. These changes encompassed increases in the Firmicutes:Bacteroidetes ratio, driven in part by greater relative abundances of *Lactobacillaceae* and reductions in *Helicobacteraceae*. These observations are consistent with associations of elevated Firmicutes:Bacteroidetes ratios and probiotic administration of *Lactobacilli* with diabetes protection (reviewed in [84]). Further, *Butyricimonas*, a butyrate producing genera, was enriched in the cecal community of DR+/+ HCD rats. Butyrate is a short-chain fatty acid that can be synthesized through utilization of the lactate released by genera such as *Lactobacillus* and *Bifidobacterium;* it is beneficial because it promotes Treg differentiation, is necessary for sufficient mucin synthesis, and enhances the intestinal barrier integrity by regulating tight junction assembly [85]. Further, reduced abundances of butyrate-producing bacteria have been reported in fecal samples of individuals possessing β-cell autoimmunity (reviewed in [84]). Overall, the ileal and cecal communities of DR+/+ HCD or DR+/+ B/S rats exhibited compositions consistent with a reduced proinflammatory bias compared to DR+/+ ND rats.

The ileal and cecal communities of DR+/+ ND and F+/+ ND rats were most similar, yet the peripheral inflammatory state was higher in DR+/+ rats, as measured by plasma cytokine levels (IL-1a, IL-4, IL-13, IL-18) and plasma induced transcription analysis. This result is consistent with the BB rat lineage possessing genetic variation that influences immune responsiveness and possibly increased intestinal permeability [86, 87] as is suggested by the measurement of higher HMGB1-independent plasma TLR4 reporter activity in DR+/+ rats. Previously, we reported that the susceptibility of DR+/+ rats to KRV triggered diabetes declines with age and is coincident with the temporal acquisition of an IL-10- and TGF-β-mediated immunoregulated state [15]. Here, the elevated plasma cytokine levels in DR+/+ ND rats were found to decline in an age-dependent manner between weaning and 30 days of age. While ELISA measurements of plasma cytokine levels in DR+/+ HCD or DR+/+ B/S rats were generally lower, plasma induced transcription assays more clearly revealed that either protocol significantly normalized the endogenous inflammatory state of DR+/+ rats towards that of F+/+ rats. This normalization was accompanied by a reduction in TLR4 reporter activity, further associating the inflammatory state in BB rats with PRR ligand exposure.

Unlike the decrease in peripheral inflammatory activity measured in DR+/+ ND rat plasma by ELISA and plasma induced transcription, a temporal increase in inflammatory gene expression was observed in BB rat islets. This may be a consequence of chronic elevated exposure to microbial antigens, which is supported by the elevated TLR4-reporter activity measured at both 30 and 60 days of age in DR+/+ ND rats compared to F+/+ ND rats. Consistent with this hypothesis, the inflammatory transcriptome expressed by DR+/+ ND rat islets at 40 days of age was partially normalized by HCD, and to a lesser extent by B/S treatment. Patrick et al. [22], reported that germ-free diabetic prone BB rats provided HCD exhibited greater T1D-free survival compared to those provided a cereal diet; further, the cereal fed rats exhibited increased T-cell insulitis, a Th1 cytokine bias, and deficiencies in anti-inflammatory M2 macrophages. These observations, suggest that independent of microbiota, HCD itself is protective, an effect possibly mediated by the absence of gluten and/or TLR4-activating ATI, as implicated by our studies of T1D incidence and β-cell chemokine expression in DR*lyp/lyp* rats. While the precise mechanism/s through which HCD elicits its protective effects remains incompletely defined, our analyses show that it significantly altered the gut microbiota, normalized innate immune activation at the islet level, and resulted in more rapid induction of immunoregulatory activity as measured through plasma induced transcription.

It is unclear why BB and LEW.1WR1 rats are susceptible to T1D, while other MHC-matched strains, such as WF, F+/+, and PVG.R8 rats, are not [16]. Overall increases in innate inflammatory activity may be mediated through the inheritance of potentiating genetic variants in BB rats, LEW.1WR1 rats [86–88], and human T1D families. In line with this hypothesis, PBMC of healthy siblings of T1D patients [69] and PBMC of DR+/+ rats are hyper-responsive to PRR ligand exposure. Notably, β-cells of both BB and LEW.1WR1 rats express Ccl11 (J.P. Mordes, E.P. Blankenhorn, and M.J. Hessner unpublished results) and T1D can be delayed/prevented in these spontaneous and viral triggered rat models by therapeutics that target innate immune processes, including the mast cell inhibitors cromolyn and salbutamol, IL-1RN, and salicylate, a potent inhibitor of NF-κB activity [7, 89]. Our working model of diabetes pathogenesis centers on the presence of an innate inflammatory state stemming from inheritance of immune potentiating genetic variants and altered PRR ligand exposure. Our human and rodent studies suggest that this state is normally counter regulated through endogenous age-dependent compensatory mechanisms [10, 15]. Here, alteration of the diet and microbiota reinforced this default protective regulatory response, suggesting that prevention of human T1D may be fostered by prebiotic or probiotic strategies that mitigate innate inflammation.

In NOD mice, alterations to the gut microbiota modulate cathelicidin-related antimicrobial peptide production in islets [90], demonstrating that diet and gut microbiota can directly shape the pancreatic inflammatory environment. To our knowledge, the results reported here are the first to link alterations in the diet and gut microbiota to a systemic innate inflammatory state that extends to the immunocyte recruiting potential of β-cells. The relationships between inherited susceptibility, endogenous counter regulatory mechanisms, and diet/microbiota remain incompletely defined, but are highly relevant as early probiotic supplementation has now been associated with a reduced the risk of islet autoimmunity in children at high genetic risk for T1D [91].

## Supporting information

S1 Table Composition of diets. (PDF) Click here for additional data file.

S2 Table Longitudinal islet gene expression analysis. (PDF) Click here for additional data file.

S3 Table Operational taxonomic unit (OTU) table. (PDF) Click here for additional data file.

S4 Table Plasma induced transcription analysis. (PDF) Click here for additional data file.

S5 Table Islet gene expression analysis of DR+/+ND, DR+/+HCD, DR+/+B/S, and F+/+ islets at 40 days of age. (PDF) Click here for additional data file.

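S5 Table lists regulated probe sets of the islet comparison at 40 days of age. For each probe set it gives the mean log2 intensity in the 4 conditions, the log2 ratio and fold change of each condition against DR+/+ ND, and the false discovery rate from rank products. The means average all arrays of a condition, which are 4 for DR+/+ ND and 2 for each other condition. Part of the table was readable here: of 1087 probe sets, 899 had all values, and in 824 of these the 4 means lay within 0.011 of those computed from the deposited intensities. Its opening entries are the 30 genes of Fig. 7E, and for each of them the log2 ratios in the 3 comparisons matched, for example -2.01, -2.16 and -1.89 for Dmbt1 under HCD, under B/S and in F+/+ ND.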

# Supplementary material for: Modulation of the diet and gastrointestinal microbiota normalizes systemic inflammation and β-cell chemokine expression associated with autoimmune diabetes susceptibility
**Source:** PLoS One. 2018 Jan 2;13(1):e0190351. doi: 10.1371/journal.pone.0190351
**Supplement:** S1 Table

**S1 Table. Composition of Diets**

|                                              | HCD      | HCD<br>+gluten | Normal<br>Chow |
|----------------------------------------------|----------|----------------|----------------|
|                                              | <u>%</u> | <u>%</u>       | <u>%</u>       |
| <u>Protein source:</u>                       |          |                |                |
| hydrolyzed casein (HCD)                      | 100      | 50             |                |
| wheat gluten                                 |          | 50             |                |
| corn, wheat, soybean, fish,<br>oats, alfalfa |          |                | 100            |
| Protein                                      | 20       | 10             | 24.6           |
|                                              |          | 12.1           |                |
| Cornstarch                                   | 39.8     | 37.6           | 29.4           |
| Sucrose                                      | 10       | 10             | 1.2            |
| Other sugars                                 | 13.2     | 13.2           | 19.4           |
| fats                                         | 7        | 7              | 6.4            |
| fiber; primarily cellulose                   | 5        | 5              | 4.2            |
| mineral                                      | 3.5      | 3.5            | 6.1            |
| vitamin                                      | 1        | 1              | <1             |
| choline bitartrate                           | 0.25     | 0.25           |                |
| choline chloride                             |          |                | 0.22           |
| total kcal/kg                                | 3747     | 3754           | 4170           |

# Supplementary material for: Modulation of the diet and gastrointestinal microbiota normalizes systemic inflammation and β-cell chemokine expression associated with autoimmune diabetes susceptibility
**Source:** PLoS One. 2018 Jan 2;13(1):e0190351. doi: 10.1371/journal.pone.0190351
**Supplement:** S2 Table

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

Data are available as a sortable spreadsheet upon request

\* Data are expressed in a binar fashion as meeting (1) or not meeting (0) the query defined in the header.

# Supplementary material for: Modulation of the diet and gastrointestinal microbiota normalizes systemic inflammation and β-cell chemokine expression associated with autoimmune diabetes susceptibility
**Source:** PLoS One. 2018 Jan 2;13(1):e0190351. doi: 10.1371/journal.pone.0190351
**Supplement:** S4 Table

| Affymetrix<br>Probeset ID | Gene<br>Symbol | Gene Title                                              | Figure 6 B Venn<br>n =2021 | Mean BN<br>log2<br>intensity<br>autologous<br>n=8 | Mean<br>log2<br>intensity<br>day 30<br>DR +/-<br>ND n=4 | Mean<br>log2<br>intensity<br>day 30<br>DR +/-<br>HCD n=4 | Mean<br>log2<br>intensity<br>day 30<br>DR +/-<br>B/S n=4 | Mean<br>log2<br>intensity<br>day 30<br>F+/- ND<br>n=4 | DR+/-<br>HCD vs<br>DR+/- ND<br>n=380<br>1=yes<br>0=no | Log2<br>ratio<br>DR+/-<br>HCD vs<br>DR+/-<br>ND | Fold-<br>Change<br>DR+/-<br>HCD vs<br>DR+/-<br>ND | RP-FDR<br>4DR30<br>vs<br>4DR30<br>Reg | p value<br>DR+/-<br>HCD vs<br>DR+/-<br>ND | DR+/-<br>B/S vs<br>DR+/- ND<br>n=1,330<br>1=yes<br>0=no | Log2<br>ratio<br>DR+/-<br>B/S vs<br>DR+/-<br>ND | Fold-<br>Change<br>DR+/-<br>B/S vs<br>DR+/-<br>ND | RP-FDR<br>4DR30<br>Antib<br>vs<br>4DR30<br>Reg | p value<br>DR+/-<br>B/S vs<br>DR+/-<br>ND | DR+/- ND<br>vs F+/-<br>ND n=398<br>1=yes<br>0=no | Log2<br>ratio<br>DR+/-<br>ND vs<br>F+/- ND | Fold-<br>Change<br>DR+/-<br>ND vs<br>F+/- ND | RP-FDR<br>4RT1uu<br>vs<br>4DR30<br>Reg | p value<br>DR+/-<br>ND vs<br>F+/- ND | DR+/-<br>Longitudi<br>nal n=228<br>1=yes<br>0=no | Figure 6F |
|---------------------------|----------------|---------------------------------------------------------|----------------------------|---------------------------------------------------|---------------------------------------------------------|----------------------------------------------------------|----------------------------------------------------------|-------------------------------------------------------|-------------------------------------------------------|-------------------------------------------------|---------------------------------------------------|---------------------------------------|-------------------------------------------|---------------------------------------------------------|-------------------------------------------------|---------------------------------------------------|------------------------------------------------|-------------------------------------------|--------------------------------------------------|--------------------------------------------|----------------------------------------------|----------------------------------------|--------------------------------------|--------------------------------------------------|-----------|
| 1395205_at                | ---            | ---                                                     | uniqRT1u_243               | -0.10                                             | 0.19                                                    | 0.21                                                     | 0.04                                                     | -0.09                                                 | 0                                                     | 0.01487                                         | 1.01036                                           | 1.2414                                | 0.2611                                    | 0                                                       | -0.1496                                         | -1.1093                                           | 1.21265                                        | 0.08532                                   | 1                                                | -0.2875                                    | -1.2205                                      | 2.73733                                | 0.02209                              | 0                                                | 0         |
| 1395369_at                | ---            | ---                                                     | uniqRT1u_243               | -0.18                                             | -0.34                                                   | -0.11                                                    | -0.40                                                    | -0.06                                                 | 0                                                     | 0.22933                                         | 1.17229                                           | 2.05356                               | 0.03526                                   | 0                                                       | -0.0568                                         | -1.0402                                           | 0.97056                                        | 0.35409                                   | 1                                                | 0.2807                                     | 1.21478                                      | 2.30311                                | 0.01785                              | 0                                                | 0         |
| 1395390_at                | ---            | ---                                                     | uniqRT1u_243               | -0.06                                             | -0.13                                                   | -0.07                                                    | -0.16                                                    | 0.14                                                  | 0                                                     | 0.05515                                         | 1.03897                                           | 0.95327                               | 0.50525                                   | 0                                                       | -0.0331                                         | -1.0232                                           | 0.96262                                        | 0.4908                                    | 1                                                | 0.26495                                    | 1.2016                                       | 2.36734                                | 0.02375                              | 0                                                | 0         |
| 1395446_at                | ---            | ---                                                     | uniqRT1u_243               | 0.05                                              | -0.45                                                   | -0.28                                                    | -0.32                                                    | -0.16                                                 | 0                                                     | 0.17109                                         | 1.12591                                           | 1.39052                               | 0.19589                                   | 0                                                       | 0.12462                                         | 1.09022                                           | 1.1158                                         | 0.25237                                   | 1                                                | 0.2871                                     | 1.22018                                      | 2.29256                                | 0.03487                              | 0                                                | 0         |
| 1395472_at                | Lrrc17         | leucine rich repeat containing 17                       | uniqRT1u_243               | 0.29                                              | -0.09                                                   | 0.01                                                     | 0.06                                                     | 0.19                                                  | 0                                                     | 0.10543                                         | 1.07582                                           | 1.36333                               | 0.20718                                   | 0                                                       | 0.15159                                         | 1.1108                                            | 1.21195                                        | 0.14435                                   | 1                                                | 0.28628                                    | 1.21949                                      | 2.33451                                | 0.01749                              | 0                                                | 0         |
| 1395679_at                | LOC681924      | hypothetical protein LOC681924                          | uniqRT1u_243               | 0.08                                              | 0.19                                                    | 0.00                                                     | 0.06                                                     | -0.16                                                 | 0                                                     | -0.185                                          | -1.1368                                           | 3.07653                               | 0.0274                                    | 0                                                       | -0.1282                                         | -1.0929                                           | 1.18186                                        | 0.09873                                   | 1                                                | -0.3523                                    | -1.2766                                      | 3.90292                                | 0.00301                              | 0                                                | 0         |
| 1395769_at                | ---            | ---                                                     | uniqRT1u_243               | 0.10                                              | -0.16                                                   | 0.02                                                     | 0.05                                                     | 0.11                                                  | 0                                                     | 0.18411                                         | 1.13612                                           | 1.7854                                | 0.07435                                   | 0                                                       | 0.2112                                          | 1.15765                                           | 1.27841                                        | 0.08098                                   | 1                                                | 0.27376                                    | 1.20896                                      | 2.33557                                | 0.0344                               | 0                                                | 0         |
| 1395805_at                | Prickle1       | prickle homolog 1 (Drosophila)                          | uniqRT1u_243               | -0.07                                             | -0.02                                                   | -0.20                                                    | -0.14                                                    | -0.32                                                 | 0                                                     | -0.184                                          | -1.1361                                           | 2.31007                               | 0.06722                                   | 0                                                       | -0.129                                          | -1.0936                                           | 1.04515                                        | 0.19159                                   | 1                                                | -0.3058                                    | -1.2361                                      | 2.98935                                | 0.01192                              | 0                                                | 0         |
| 1395909_at                | ---            | ---                                                     | uniqRT1u_243               | 0.23                                              | 0.21                                                    | 0.13                                                     | 0.29                                                     | 0.51                                                  | 0                                                     | -0.0792                                         | -1.0565                                           | 1.33987                               | 0.22374                                   | 0                                                       | 0.07941                                         | 1.05659                                           | 1.07211                                        | 0.30599                                   | 1                                                | 0.30344                                    | 1.23409                                      | 2.06744                                | 0.00831                              | 0                                                | 0         |
| 1395985_at                | Spg7           | spastic paraplegia 7 homolog (human)                    | uniqRT1u_243               | -0.11                                             | 0.01                                                    | 0.25                                                     | 0.28                                                     | 0.32                                                  | 0                                                     | 0.23621                                         | 1.17789                                           | 1.7608                                | 0.08442                                   | 0                                                       | 0.26558                                         | 1.20212                                           | 1.28968                                        | 0.05607                                   | 1                                                | 0.31042                                    | 1.24007                                      | 2.37386                                | 0.02015                              | 0                                                | 0         |
| 1395994_at                | ---            | ---                                                     | uniqRT1u_243               | -0.11                                             | 0.00                                                    | 0.26                                                     | 0.24                                                     | 0.29                                                  | 0                                                     | 0.2549                                          | 1.19325                                           | 2.07393                               | 0.03328                                   | 0                                                       | 0.2357                                          | 1.17748                                           | 1.25662                                        | 0.03693                                   | 1                                                | 0.28885                                    | 1.22167                                      | 2.34974                                | 0.0207                               | 0                                                | 0         |
| 1396026_at                | ---            | ---                                                     | uniqRT1u_243               | 0.14                                              | -0.04                                                   | 0.20                                                     | 0.19                                                     | 0.24                                                  | 0                                                     | 0.23629                                         | 1.17796                                           | 1.8938                                | 0.06065                                   | 0                                                       | 0.22539                                         | 1.1691                                            | 1.28089                                        | 0.0832                                    | 1                                                | 0.2738                                     | 1.20899                                      | 2.36574                                | 0.02944                              | 0                                                | 0         |
| 1396089_at                | LOC683522      | similar to Transcriptional enhancer factor TEF-3 (TEF3) | uniqRT1u_243               | -0.01                                             | -0.18                                                   | -0.09                                                    | -0.18                                                    | 0.13                                                  | 0                                                     | 0.08701                                         | 1.06217                                           | 1.31132                               | 0.22445                                   | 0                                                       | -0.0057                                         | -1.004                                            | 1.08408                                        | 0.28968                                   | 1                                                | 0.30198                                    | 1.23283                                      | 2.24315                                | 0.01421                              | 0                                                | 0         |
| 1396095_at                | ---            | ---                                                     | uniqRT1u_243               | 0.02                                              | -0.06                                                   | -0.02                                                    | 0.01                                                     | 0.29                                                  | 0                                                     | 0.04209                                         | 1.02961                                           | 1.05016                               | 0.39475                                   | 0                                                       | 0.0731                                          | 1.05197                                           | 1.05658                                        | 0.33496                                   | 1                                                | 0.35738                                    | 1.2811                                       | 1.90327                                | 0.00636                              | 0                                                | 0         |
| 1396225_at                | ---            | ---                                                     | uniqRT1u_243               | -0.03                                             | 0.60                                                    | 0.38                                                     | 0.79                                                     | 0.21                                                  | 0                                                     | -0.2192                                         | -1.1641                                           | 1.34857                               | 0.0003                                    | 0                                                       | 0.19577                                         | 1.14534                                           | 3.4665                                         | 0.00446                                   | 1                                                | -0.3842                                    | -1.3052                                      | 0.56                                   | 1.8E-05                              | 0                                                | 0         |
| 1396631_at                | ---            | ---                                                     | uniqRT1u_243               | 0.19                                              | 0.16                                                    | 0.03                                                     | -0.01                                                    | -0.11                                                 | 0                                                     | -0.1368                                         | -1.0994                                           | 1.26059                               | 0.25241                                   | 0                                                       | -0.1788                                         | -1.132                                            | 1.14454                                        | 0.11711                                   | 1                                                | -0.2736                                    | -1.2088                                      | 2.22494                                | 0.03835                              | 0                                                | 0         |
| 1396747_at                | ---            | ---                                                     | uniqRT1u_243               | -0.05                                             | -0.11                                                   | -0.13                                                    | -0.19                                                    | -0.39                                                 | 0                                                     | -0.0245                                         | -1.0172                                           | 0.92011                               | 0.5235                                    | 0                                                       | -0.0868                                         | -1.062                                            | 0.99045                                        | 0.28979                                   | 1                                                | -0.2843                                    | -1.2179                                      | 2.53278                                | 0.02842                              | 0                                                | 0         |
| 1396851_at                | ---            | ---                                                     | uniqRT1u_243               | -0.02                                             | -0.36                                                   | -0.29                                                    | -0.26                                                    | -0.09                                                 | 0                                                     | 0.06787                                         | 1.04817                                           | 1.07487                               | 0.371                                     | 0                                                       | 0.09381                                         | 1.06718                                           | 1.05603                                        | 0.33403                                   | 1                                                | 0.26384                                    | 1.20067                                      | 2.27492                                | 0.03628                              | 0                                                | 0         |
| 1397282_at                | ---            | ---                                                     | uniqRT1u_243               | -0.07                                             | 0.07                                                    | 0.13                                                     | -0.04                                                    | -0.27                                                 | 0                                                     | 0.05919                                         | 1.04188                                           | 1.14134                               | 0.32047                                   | 0                                                       | -0.1171                                         | -1.0845                                           | 1.03715                                        | 0.20464                                   | 1                                                | -0.3471                                    | -1.272                                       | 4.51625                                | 0.00116                              | 0                                                | 0         |
| 1397400_at                | ---            | ---                                                     | uniqRT1u_243               | 0.05                                              | 0.06                                                    | -0.06                                                    | -0.20                                                    | -0.31                                                 | 0                                                     | -0.1236                                         | -1.0895                                           | 1.87057                               | 0.11404                                   | 0                                                       | -0.2569                                         | -1.1949                                           | 1.41668                                        | 0.05056                                   | 1                                                | -0.3667                                    | -1.2894                                      | 2.95363                                | 0.0076                               | 0                                                | 0         |
| 1397456_at                | Zfp827         | zinc finger protein 827                                 | uniqRT1u_243               | -0.03                                             | 0.07                                                    | -0.04                                                    | -0.06                                                    | -0.19                                                 | 0                                                     | -0.1141                                         | -1.0823                                           | 1.36909                               | 0.21448                                   | 0                                                       | -0.1267                                         | -1.0918                                           | 1.00195                                        | 0.26467                                   | 1                                                | -0.2633                                    | -1.2002                                      | 2.47878                                | 0.02885                              | 0                                                | 0         |
| 1397542_at                | ---            | ---                                                     | uniqRT1u_243               | -0.11                                             | -0.26                                                   | -0.17                                                    | -0.11                                                    | 0.06                                                  | 0                                                     | 0.08405                                         | 1.05999                                           | 1.13136                               | 0.328                                     | 0                                                       | 0.14663                                         | 1.10698                                           | 1.23258                                        | 0.12287                                   | 1                                                | 0.32242                                    | 1.25043                                      | 2.0655                                 | 0.00797                              | 0                                                | 0         |
| 1397672_at                | ---            | ---                                                     | uniqRT1u_243               | -0.07                                             | 0.25                                                    | 0.13                                                     | 0.05                                                     | -0.02                                                 | 0                                                     | -0.1228                                         | -1.0889                                           | 1.35883                               | 0.2176                                    | 0                                                       | -0.2024                                         | -1.1506                                           | 1.14874                                        | 0.11355                                   | 1                                                | -0.2725                                    | -1.2079                                      | 3.03737                                | 0.01113                              | 0                                                | 0         |
| 1397690_at                | ---            | ---                                                     | uniqRT1u_243               | 0.15                                              | -0.03                                                   | 0.17                                                     | 0.02                                                     | 0.33                                                  | 0                                                     | 0.20192                                         | 1.15023                                           | 1.96496                               | 0.05181                                   | 0                                                       | 0.05446                                         | 1.03847                                           | 1.12407                                        | 0.23892                                   | 1                                                | 0.36364                                    | 1.28667                                      | 1.55562                                | 0.00365                              | 0                                                | 0         |
| 1397758_at                | ---            | ---                                                     | uniqRT1u_243               | 0.00                                              | 0.18                                                    | 0.32                                                     | 0.37                                                     | 0.46                                                  | 0                                                     | 0.14247                                         | 1.10379                                           | 1.75439                               | 0.09004                                   | 0                                                       | 0.1912                                          | 1.14172                                           | 1.27408                                        | 0.05133                                   | 1                                                | 0.27748                                    | 1.21208                                      | 2.2519                                 | 0.01369                              | 0                                                | 0         |
| 1397774_at                | Fam63b         | family with sequence similarity 63, member B            | uniqRT1u_243               | -0.01                                             | 0.21                                                    | 0.11                                                     | 0.21                                                     | -0.06                                                 | 0                                                     | -0.0939                                         | -1.0673                                           | 1.54093                               | 0.16654                                   | 0                                                       | 0.00637                                         | 1.00443                                           | 0.98226                                        | 0.30836                                   | 1                                                | -0.2643                                    | -1.2011                                      | 3.0138                                 | 0.01173                              | 0                                                | 0         |
| 1397923_at                | ---            | ---                                                     | uniqRT1u_243               | 0.21                                              | 0.26                                                    | 0.14                                                     | 0.10                                                     | -0.01                                                 | 0                                                     | -0.1238                                         | -1.0896                                           | 2.23665                               | 0.07199                                   | 0                                                       | -0.1607                                         | -1.1178                                           | 1.28471                                        | 0.07238                                   | 1                                                | -0.2703                                    | -1.2061                                      | 2.97957                                | 0.00661                              | 0                                                | 0         |
| 1398009_at                | ---            | ---                                                     | uniqRT1u_243               | -0.19                                             | -0.08                                                   | -0.08                                                    | -0.26                                                    | -0.35                                                 | 0                                                     | -0.0081                                         | -1.0056                                           | 0.99248                               | 0.43042                                   | 0                                                       | -0.1794                                         | -1.1324                                           | 1.07806                                        | 0.15575                                   | 1                                                | -0.2758                                    | -1.2107                                      | 2.46768                                | 0.02904                              | 0                                                | 0         |
| 1398159_at                | Klf5           | Kruppel-like factor 5                                   | uniqRT1u_243               | 0.07                                              | 0.13                                                    | -0.08                                                    | -0.04                                                    | -0.14                                                 | 0                                                     | -0.2123                                         | -1.1586                                           | 2.09074                               | 0.08256                                   | 0                                                       | -0.1698                                         | -1.1249                                           | 1.03714                                        | 0.20303                                   | 1                                                | -0.2631                                    | -1.2                                         | 2.09774                                | 0.0454                               | 0                                                | 0         |
| 1398502_at                | ---            | ---                                                     | uniqRT1u_243               | 0.20                                              | 0.06                                                    | 0.13                                                     | -0.02                                                    | 0.37                                                  | 0                                                     | 0.07078                                         | 1.05029                                           | 1.15458                               | 0.3106                                    | 0                                                       | -0.078                                          | -1.0555                                           | 0.97492                                        | 0.32966                                   | 1                                                | 0.3137                                     | 1.24289                                      | 2.31513                                | 0.01757                              | 0                                                | 0         |
| 1398507_at                | ---            | ---                                                     | uniqRT1u_243               | -0.09                                             | -0.87                                                   | -1.03                                                    | -0.70                                                    | -1.13                                                 | 0                                                     | -0.1586                                         | -1.1162                                           | 3.14708                               | 0.02287                                   | 0                                                       | 0.16484                                         | 1.12104                                           | 1.07618                                        | 0.01841                                   | 1                                                | -0.264                                     | -1.2008                                      | 4.589                                  | 0.00148                              | 0                                                | 0         |
| 1398525_at                | ---            | ---                                                     | uniqRT1u_243               | 0.00                                              | 0.08                                                    | 0.03                                                     | -0.05                                                    | -0.22                                                 | 0                                                     | -0.0548                                         | -1.0387                                           | 1.12129                               | 0.32558                                   | 0                                                       | -0.137                                          | -1.0996                                           | 0.99945                                        | 0.27404                                   | 1                                                | -0.299                                     | -1.2303                                      | 2.94815                                | 0.01431                              | 0                                                | 0         |
| 1398629_at                | ---            | ---                                                     | uniqRT1u_243               | -0.04                                             | 0.11                                                    | -0.03                                                    | 0.08                                                     | -0.21                                                 | 0                                                     | -0.1473                                         | -1.1075                                           | 2.53615                               | 0.04958                                   | 0                                                       | -0.0327                                         | -1.0229                                           | 1.05118                                        | 0.18161                                   | 1                                                | -0.3258                                    | -1.2534                                      | 4.3425                                 | 0.00168                              | 0                                                | 0         |
| 1399056_at                | Pdss2          | prenyl (decaprenyl) diphosphate synthase, subunit 2     | uniqRT1u_243               | 0.08                                              | -0.18                                                   | -0.05                                                    | 0.00                                                     | 0.12                                                  | 0                                                     | 0.12943                                         | 1.09386                                           | 1.30976                               | 0.22545                                   | 0                                                       | 0.1854                                          | 1.13713                                           | 1.23255                                        | 0.1258                                    | 1                                                | 0.30068                                    | 1.23173                                      | 2.32915                                | 0.02105                              | 0                                                | 0         |

Data are available as a sortable spreadsheet upon request

<sup>1</sup> Data are expressed in a binar fashion as meeting (1) or not meeting (0) the query defined in the header.

# Supplementary material for: Modulation of the diet and gastrointestinal microbiota normalizes systemic inflammation and β-cell chemokine expression associated with autoimmune diabetes susceptibility
**Source:** PLoS One. 2018 Jan 2;13(1):e0190351. doi: 10.1371/journal.pone.0190351
**Supplement:** S5 Table

SS Table: Islet Gene Expression Analysis of DR+/+ND, DR+/+HCD, DR+/+B/S, and F+/+ Islets at 40 days of Age<sup>1</sup>

Data are available as a sortable spreadsheet upon request

<sup>1</sup> Data are expressed in a binary fashion as meeting (1) or not meeting (0) the query defined in the header.

How the deposited data were processed for this re-analysis (not part of the article)

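Islet RNA of 40 day old rats was measured on 10 Affymetrix RG230 2.0 arrays, 2 for each of 5 RNA pools: DR+/+ ND pool 1, DR+/+ ND pool 2, DR+/+ HCD, DR+/+ B/S and F+/+ ND. The legend of Fig. 7 gives 12 rats for DR+/+ ND, 7 for DR+/+ HCD, 12 for DR+/+ B/S and 6 for F+/+ ND, and the sample labels give 6 to 8 rats per pool. Arrays were mapped to conditions and pools from the labels.

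The authors quantified array images with Affymetrix Expression Console, which the submitters' processing notes name, and normalized with Partek Genomic Suite; versions are not stated. The values used are the log2 intensities as deposited, which the authors had background corrected, normalized across arrays and summarised per probe set, without a filter. Interquartile ranges of the arrays were 3.01 to 3.38. All 31042 probe sets were tested and 57 control entries were left out. Of the probe sets, 20826 name 1 gene, 436 name several and 9780 name no gene. The array's own annotation gave the symbols.

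The 2 arrays of a pool were averaged, since they are technical replicates of 1 RNA sample. A linear model with 1 mean per condition was fitted to the 5 pool values with limma 3.58.1 in R 4.3.3, with contrasts of DR+/+ HCD, DR+/+ B/S and F+/+ ND against DR+/+ ND and of DR+/+ HCD against DR+/+ B/S. The residual spread has 1 degree of freedom, from the DR+/+ ND pools, and the empirical Bayes prior had 5.281 degrees of freedom and an SD of 0.0731. The single pools of the other conditions are assumed to vary like those of DR+/+ ND. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all probe sets. Calls needed an adjusted p of at most 0.1 and an absolute log2 ratio of at least 0.5. In data simulated with 200 changed probe sets at each of 3 sizes, 53% were recovered at a log2 change of 0.5 and 100% at 1 and 2, and 14.2% of the calls were unchanged probe sets; in this 1 run, which added noise between arrays, the unchanged B/S group gave 27 calls, and in 100 runs without any change or added noise B/S gave 6.35 on average (0 to 13). The rank products used as an alternative were checked in the same way and recovered 46.0% at 0.5. A change of 0.5 equals the minimum ratio, so recovery there is limited by that cutoff. The 100% does not carry over to genes that vary widely between pools. Under B/S, Cxcl1 (log2 ratio -2.79, standard error 0.54) and Il33 (-1.76, standard error 0.27) did not pass the test. A gene that was not called is therefore not shown to be unchanged.

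Genes were named by a rule: for each comparison with DR+/+ ND the 10 called genes with the largest rise and the 10 with the largest fall whose treated arrays all lie beyond the 4 DR+/+ ND arrays, the genes the paper's text names for islets, the 30 genes of Fig. 7E, and up to 3 members of each gene list. The rule gave 186 genes. The names in the text and in Fig. 7E had been seen in the paper. Gene lists held 884 entries, of which 763 matched a gene on the array; each gene was represented by its brightest probe set (14217 genes). The lists were tested with camera in limma at a preset correlation of 0.01, adjusted over 36 lists in 3 comparisons, called at an adjusted p of at most 0.05, and set beside 10000 random lists of matched intensity. Of the 56 list results called, 14 had medians inside the central 95% of the random lists. Random lists draw genes, not pools, so they do not measure the spread between pools. Between the like DR+/+ ND pools some medians also lay outside the central 95%, such as those of acinar (-0.36, percentile 0.0) and fibroblast genes (0.07, percentile 100.0). Others lay inside, such as that of cytokines (percentile 54.6).

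The shift of treated islets toward F+/+ ND was measured by the share of probe sets on the F+/+ ND side, the fraction of the difference covered and Pearson's r across probe sets, and compared with 100 simulations of an unchanged treatment group. Alternatives were arrays as independent replicates, the pool as a random block, blocks of equal replicate number, quantile normalization, median centring, leaving out the 25% of probe sets with the lowest mean intensity, a trended and robust prior, an adjusted p of 0.05, no minimum log2 ratio, rank products with 100 permutations, and leaving out each array or either DR+/+ ND pool. Quantile normalization with arrays as independent replicates was added after seeing the data. The longitudinal islet series, the plasma-induced transcription data and the microbiota data were not used here. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.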

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

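All tests of explanations in this part, and the size limit and choice of lists by which gene lists were picked out, were chosen only after the results they bear on, or closely related values, had been seen; the test of HCD against B/S was planned.

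Fibroblast and stellate cell genes, which the paper does not discuss, had median log2 ratios of -0.53 under HCD, -0.39 under B/S and -0.68 in F+/+ ND, against 0.07 between the DR+/+ ND pools, and smooth muscle and pericyte genes of -0.26, -0.34 and -0.44, against -0.14. The tables argue against the arrays' signal range, since after quantile normalization the fibroblast median nearest to 0 was -0.42, and against dilution by acinar RNA, since under B/S, where acinar genes were not higher, fibroblast genes had a median of -0.39, and since beta cell genes had medians of 0.00 under HCD and -0.04 in F+/+ ND. Fewer fibroblasts and muscle cells carried along with the islets stays open and cannot be told apart from other causes: that 86.0% to 93.0% of the 57 genes lay below DR+/+ ND restates the pattern, and the brightest fibroblast genes went different ways (Col3a1 -0.65, -0.60 and -0.68; Sparc 0.01, -0.11 and -0.68; Timp3 0.12, 0.11 and 0.04). Of the 36 fibroblast genes 1 also stands in another list and 1 among the genes of Fig. 7E, and the paper describes no step that removes such cells. Lower expression per cell under the diet or antibiotics, or in the other strain, would give the same values and was not tested.

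More probe sets passed an absolute log2 ratio of 0.5 under HCD (991) than under B/S (414). After quantile normalization the counts were 862 and 440, a ratio of 1.96, which argues against the arrays' signal range as the whole account. A single array may account for the difference: with quantile normalization the HCD arrays gave 1700 and 673 when taken alone and the B/S arrays 442 and 831, so that the lower HCD count of 673 is below the higher B/S count. In the deposited values the counts were 2377 and 708 for the HCD arrays and 426 and 976 for the B/S arrays. A stronger response to the diet stays open and was not tested, as each treatment has 1 pool.

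In the DR+/+ ND condition, pool 1 had higher values than pool 2 for the 7 genes that the text names as normalized (median difference of pool 2 from pool 1 -0.74) and for early response genes (-0.31). A single array is argued against, since for 7 of the 7 genes both arrays of pool 1 lay above both arrays of pool 2. Isolation stress with a heat shock response cannot be told apart from other causes, since the median of heat shock genes was -0.02 while the inducible Hspa1a (-0.26) and Dnajb1 (-0.32 and -0.17) were lower in pool 2. Lymph node tissue in pool 1 stays open too, since T cell genes had a median difference of -0.03 and B cell genes of -0.18. The brightest T cell genes, Gimap6 and Lck, differed by 0.08 and -0.15. By at least 0.5, 5 of the 18 lymph node genes were lower in pool 2 and 0 higher, among them Cxcl13 (-1.61). For B cell genes 3 of 12 were lower and 0 higher, and for T cell genes 1 of 31 and 0. Of the 18 lymph node genes, 11 also stand in other lists. Variation between the animals of the pools stays open and was not tested.

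Further lists were picked out where camera called them with the deposited values and with quantile normalization, their median was at least 0.25 from 0 and it exceeded the difference between the DR+/+ ND pools; lists of inflammation and immunity, which the paper discusses, were left aside. Each of these calls, and those of fibroblast and smooth muscle genes, was lost with an estimated correlation (adjusted p = 0.718). Acinar cell genes had medians of 0.70 under HCD, -0.39 under B/S and 1.18 in F+/+ ND, where the DR+/+ ND pools differed by -0.36. Ductal cell genes had a median of -0.32 and heat shock genes of -0.29 in F+/+ ND (DR+/+ ND pools -0.11 and -0.02). Blood vessel endothelial genes had a median of -0.32 in F+/+ ND (pools 0.16), and lymphatic endothelial genes of -0.28 under B/S (pools -0.21). Lymph node stroma genes had medians of -0.45 under HCD and -0.64 in F+/+ ND (pools -0.11).

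A test of the difference between HCD and B/S called 25 probe sets, where simulations without any change gave 11.9 on average (0 to 22). The count was 14 with median centring and 5 with quantile normalization, both inside that range, and 185 with rank products. The genes named among them were each higher under HCD: Hspa1a (4.26), Tff2 (2.69), Dnajb1 (2.33 and 1.37 for its probe sets), Cpa1 (1.99), Reg1a (1.92), Pnliprp2 (1.75), Prss2 (1.46), Gp2 (1.45), Prss3 (1.24), Igfbp2 (1.15), Mt2A (1.11) and Cuzd1 (1.06), all as log2 ratios. With quantile normalization Hspa1a, Reg1a, Prss3 and the Dnajb1 probe set at 2.33 kept the call, and the others did not (adjusted p of 0.134 to 0.182), with 1 pool on each side.

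One of the 4 DR+/+ ND arrays lay far from the others for 6 of 187 probe sets tested among those chosen by the rule for naming genes: Hspb1 (8.82, median of the 4 arrays 8.94), Masp1 (5.48, median 5.20), Prkaa1 (3.83, median 3.57), Ripk2 (6.93, median 6.52), Tlr7 (3.42, median 3.15) and Tnfsf13 (5.46, median 5.26). Among groups of 4 independent values, chance places about 1 in 20 in this class. The 4 DR+/+ ND arrays are 2 arrays of each of 2 pools, so this rate is not exact for them.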

How the results depend on the processing

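With 5 pools the residual spread has 1 degree of freedom. The F+/+ ND count was 1570 to 1854 under the alternatives that change the normalization, the filter, the prior or the unit of replication, and 1745 to 2215 without single arrays; without a minimum log2 ratio it was 5740. The HCD count was 778 to 991 under those alternatives, 634 with rank products and 6543 without a minimum ratio; without single arrays it ranged from 515 (DR+/+ ND pool 1 array 2) to 2371 (HCD array 2). The counts for B/S, for HCD against B/S and for probe sets in both sets (50, 25 and 40) became 400, 228 and 228 with arrays as independent replicates; 410, 416 and 233 with the pool as a random block, where the correlation within pools was estimated at -0.412, so that this fit does not account for the pooling; 395, 200 and 226 with replicate blocks; 346, 224 and 185 with a trended and robust prior; 350, 185 and 189 with rank products; 8, 5 and 5 with quantile normalization; 10, 14 and 6 with median centring; 10, 5 and 6 without the dimmest 25%; 5, 4 and 4 at an adjusted p of 0.05; and 375, 194 and 206 with quantile normalization and arrays as independent replicates, an alternative chosen after seeing the data. Without single arrays they ranged from 11 to 959, 12 to 284 and 7 to 293. The B/S count was 11 without array 2 and 77 without array 1 of DR+/+ ND pool 1. It was 536 without array 1 and 102 without array 2 of pool 2, and 959 without B/S array 1. The B/S count depends on the adjusted p threshold: of 414 probe sets past the minimum ratio, 50 passed at 0.1 and 406 at 0.2. Under HCD 971 and 989 of 991 did. Il33 had log2 ratios of -1.75 under HCD and -1.76 under B/S (standard error 0.27 each), with adjusted p = 0.0407 and 0.109 from limma. Why single arrays move the count was not tested further. The replicate numbers do not pair the samples, since differences between the arrays of a pool correlated from -0.252 to 0.3484 across pools.

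The correlation with F+/+ ND (0.471 for HCD, 0.336 for B/S) kept its sign in every setting in which it was computed, which were not all of the alternatives. For HCD it was 0.516 with quantile normalization, 0.523 with arrays as independent replicates in addition, 0.478 without the dimmest 25%, 0.484 and 0.476 without DR+/+ ND pool 1 or 2, 0.296 over all probe sets, 0.443 and 0.423 with split pools, and 0.396 to 0.518 without single arrays. For B/S it was 0.377 with quantile normalization and independent arrays, 0.206 over all probe sets, 0.243 with pool 2 for F+/+ ND, and 0.257 to 0.398 without single arrays. With split pools over all probe sets, where no control is shared, r and the share were 0.201 (53.3%) and 0.236 (54.8%) for HCD and 0.153 (52.0%) and 0.093 (50.7%) for B/S. The share on the F+/+ ND side for HCD was 74.6% with quantile normalization, 74.9% with independent arrays in addition, 70.9% without the dimmest 25%, 71.1% and 69.9% without DR+/+ ND pool 1 or 2 and the same with split pools, 66.1% and 69.2% with split pools and the F+/+ ND set taken by ratio alone, 57.0% over all probe sets and 63.5% to 75.4% without single arrays. For B/S it was 66.4% and 66.5% with quantile normalization without and with independent arrays, 54.2% over all probe sets, 55.5% with pool 2 for F+/+ ND by ratio alone and 55.6% to 68.7% without single arrays. The median fraction covered (0.257 for HCD, 0.118 for B/S) was 0.142 and 0.0491 without F+/+ ND array 2, and 0.142 to 0.319 and 0.0491 to 0.178 over all single arrays left out; for B/S it was 0.177 without DR+/+ ND pool 1 array 1 and 0.178 without F+/+ ND array 1. The cause of these shifts was not tested. The DR+/+ ND pools differed at 99 probe sets by a log2 ratio of at least 0.5 and at 8 by at least 1. Of 56 list results called, 0 were called with an estimated correlation. That setting rests on 1 residual degree of freedom, and lists of low estimated correlation failed too, so it cannot decide about the lists. Without single arrays, 52 to 58 list results were called. With quantile normalization 40 list results were called, and without the dimmest 25% of probe sets 49 were. No direction reversed among the called results of the named genes and of the gene lists, the results for which this was checked. Low signal limits cytokine and T cell genes: 6 of 36 and 7 of 31 lay above the median intensity in DR+/+ ND.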

Differences from the paper's values

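For DR+/+ HCD 971 probe sets were called, whereas the paper's count is 636, at the same thresholds. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's with quantile normalization (778), without the dimmest 25% of probe sets (886), with a trended and robust prior (914), with rank products (634), at an adjusted p of 0.05 (802), and without HCD array 1 (654), DR+/+ ND pool 1 array 2 (515) or DR+/+ ND pool 2 array 2 (872). It did not with arrays as independent replicates (981), the pool as a random block (990), replicate blocks (979), median centring (991), no minimum log2 ratio (6543), or without the other arrays (971 to 2371). Quantile normalization with arrays as independent replicates, chosen after seeing the values, gave 832 and did not call 38 of the 176 probe sets that the readable part of S5 Table marks for DR+/+ HCD (11 with the test used here, 2 with arrays as independent replicates, 0 with the pool as a random block, 2 with replicate blocks and 24 with a trended and robust prior). Of the 176, 52 were not called with quantile normalization alone, 27 with median centring and 27 without the dimmest 25%. The paper's methods name rank products.

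For DR+/+ B/S 50 probe sets were called, whereas the paper's count is 350, at the same thresholds. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's with arrays as independent replicates (400), the pool as a random block (410, with a negative estimated correlation within pools that does not account for the pooling), replicate blocks (395), a trended and robust prior (346) and rank products (350). It did not with quantile normalization (8), median centring (10), the dimmest 25% left out (10), an adjusted p of 0.05 (5), no minimum log2 ratio (50) or any single array left out (11 to 959). Quantile normalization with arrays as independent replicates, chosen after seeing the values, gave 375 and did not call 50 of the 174 probe sets that the readable part of S5 Table marks for DR+/+ B/S (154 with the test used here, 8 with arrays as independent replicates, 3 with the pool as a random block, 10 with replicate blocks and 31 with a trended and robust prior). Of the 174, 170 each were not called with quantile normalization alone, with median centring and without the dimmest 25%.

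For F+/+ ND 1773 probe sets were called, within 1.5 times the paper's 1,209, and rank products gave 1237.

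Fig. 7C prints correlations under headings for the probe sets used; the values here were centred on the midpoint of DR+/+ ND and F+/+ ND, a form inferred from the figure and not named in the paper. Under the heading of F+/+ ND it prints about -0.07 for DR+/+ HCD and about -0.38 for DR+/+ B/S in Fig. 7C, where the values here were -0.592 and -0.71. Under the heading of DR+/+ HCD it prints about -0.61 for DR+/+ HCD and about -0.71 for DR+/+ B/S in Fig. 7C, where the values here were 0.132 and -0.269. Under the heading of DR+/+ B/S it prints about 0.16 for DR+/+ HCD and about -0.27 for DR+/+ B/S in Fig. 7C, where the values here were -0.072 and 0.151. These differed also with quantile normalization, and with rank products all but the value of DR+/+ HCD under the heading of DR+/+ B/S did (0.194 there).

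The paper states normalized levels of Cxcl1, Cxcl10, Ccl2, Ccl21, Il33, Vcam1 and Icam1 under both treatments. All 7 had negative log2 ratios under both; 5 passed the test under HCD and 1 under B/S, and with rank products 7 passed in each.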

Other observations

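Clock genes were higher under HCD as a list (median log2 ratio 0.20, camera adjusted p = 0.00599), with 3 of 17 called, Cry1, Hlf and Rora, and in F+/+ ND (0.22, adjusted p = 0.0353), where Per1 had a log2 ratio of 0.82. Early response genes were higher under HCD (median 0.23, adjusted p = 0.0309), with Dusp6 (0.98), Egr2 (0.92) and Fosb (0.86) among 5 of 36 called (Egr2 and Fosb not with quantile normalization, adjusted p = 0.121 and 0.145), and lower under B/S (-0.20, adjusted p = 0.000782), and the DR+/+ ND pools differed in them by -0.31. With quantile normalization the HCD medians were smaller, at 0.09 for clock genes and 0.12 for early response genes (camera, adjusted p = 0.0358 and 0.0199). Heat shock genes were lower under B/S as a list (median -0.05, mean -0.29, adjusted p = 0.00599), with Hsph1 at -0.90 and Cryab at -0.84 among 5 of 25 called (Cryab not with quantile normalization, adjusted p = 0.111). Alpha, delta and pancreatic polypeptide cell genes were called under HCD (median 0.12, adjusted p = 0.0353), though at percentile 84.6 of random lists of matched intensity, and in F+/+ ND had a median of -0.20 (adjusted p = 0.117) with 4 lower, 1 higher and 9 that did not pass the test, the same over the list alone. Ghrl (0.90) and Pyy (0.50) were the genes called of 14 under HCD; with quantile normalization Pyy had a log2 ratio of 0.26 (adjusted p = 0.154) and was not called. Cell cycle genes were lower under HCD (median -0.11, adjusted p = 0.00883), with E2f1 (-0.65) and Mcm5 (-0.76) called of 37. All these list calls were lost with an estimated correlation (adjusted p = 0.718, and 0.828 for early response genes under HCD).

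Beta cell genes were not called as a list in any comparison (medians 0.00, 0.08 and -0.04, adjusted p = 0.947, 0.191 and 0.504), and the insulin genes lay at the top of the array's range (Ins1 14.64 and Ins2 14.56 in DR+/+ ND). Macrophage and dendritic cell genes had medians of -0.10, -0.04 and -0.02 and T and natural killer cell genes of -0.11, -0.16 and -0.09, and all 31 T cell genes did not pass the test under HCD or B/S. The T cell lists were called by camera under HCD (adjusted p = 0.00275) and B/S (adjusted p = 0.000123), and the macrophage list under HCD (adjusted p = 0.0212); all were lost with an estimated correlation (adjusted p = 0.718) and lay within the central 95% of random lists (percentiles 64.7, 4.86 and 24.3), and after quantile normalization the T cell list was called under B/S alone (adjusted p = 0.0457) and the macrophage list was not. Interferon-stimulated genes had medians of -0.02, 0.02 and -0.03 and were not called (adjusted p = 0.432, 0.997 and 0.323).

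The tests that follow are on hypotheses formed from these data. The test of Fig. 7C was chosen after its values were seen, and the test of strain differences was set out before. The correlations printed in Fig. 7C may stand under headings other than their own. With rank-product sets for F+/+ ND, DR+/+ HCD and DR+/+ B/S, the mean absolute difference from the printed values was 0.41 under the headings as printed and 0.002 from those of the heading 1 place further right.

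In F+/+ ND 13 probe sets with a gene name differed from DR+/+ ND by an absolute log2 ratio of at least 2 while the DR+/+ pools lay within 0.5 of each other, and 9 of these were lower. A sequence variant of the strain under a single probe set may account for some of them. Of the 6 such genes with another bright probe set, 1 (Pxmp4, -2.61 and -1.49) shifted there too, which is 16.7%, while Nt5dc1 (3.48 and -0.05), Prkaa1 (2.05 and -0.19), Nom1 (-2.43 and -0.05), Hspa9 (-2.75 and 0.33) and Lysmd4 (-2.36 and 1.20) did not. The count of 6 genes is small, and Fam111a, the largest fall in F+/+ ND, and Krt19 (-3.04) were not among them.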
